# Host-specific transcriptomic pattern of *Trichoderma virens* during interaction with maize or tomato roots

**DOI:** 10.1186/s12864-014-1208-3

**Published:** 2015-01-22

**Authors:** Maria E Morán-Diez, Naomi Trushina, Netta Li Lamdan, Lea Rosenfelder, Prasun K Mukherjee, Charles M Kenerley, Benjamin A Horwitz

## Abstract

**Background:**

Members of the fungal genus *Trichoderma* directly antagonize soil-borne fungal pathogens, and an increasing number of species are studied for their potential in biocontrol of plant pathogens in agriculture. Some species also colonize plant roots, promoting systemic resistance. The *Trichoderma*-root interaction is hosted by a wide range of plant species, including monocots and dicots.

**Results:**

To test the hypothesis that gene expression by the fungal partner in this beneficial interaction is modulated by the plant, *Trichoderma virens* was co-cultured with maize or tomato in a hydroponic system allowing interaction with the roots. The transcriptomes for *T. virens* alone were compared with fungus-inoculated tomato or maize roots by hybridization on microarrays of 11645 unique oligonucleotides designed from the predicted protein-coding gene models. Transcript levels of 210 genes were modulated by interaction with roots. Almost all were up-regulated. Glycoside hydrolases and transporters were highly represented among transcripts induced by co-culture with roots. Of the genes up-regulated on either or both host plants, 35 differed significantly in their expression levels between maize and tomato. Ten of these were expressed higher in the fungus in co-culture with tomato roots than with maize. Average transcript levels for these genes ranged from 1.9 fold higher on tomato than on maize to 60.9 fold for the most tomato-specific gene. The other 25 host-specific transcripts were expressed more strongly in co-culture with maize than with tomato. Average transcript levels for these genes were 2.5 to 196 fold higher on maize than on tomato.

**Conclusions:**

Based on the relevant role of *Trichoderma virens* as a biological control agent this study provides a better knowledge of its crosstalk with plants in a host-specific manner. The differentially expressed genes encode proteins belonging to several functional classes including enzymes, transporters and small secreted proteins. Among them, glycoside hydrolases and transporters are highlighted by their abundance and suggest an important factor in the metabolism of host cell walls during colonization of the outer root layers. Host-specific gene expression may contribute to the ability of *T. virens* to colonize the roots of a wide range of plant species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-014-1208-3) contains supplementary material, which is available to authorized users.

## Background

Some members of the genus *Trichoderma*, including *T. virens*, *T. harzianum*, *T. asperellum* and *T. atroviride*, are employed as biocontrol agents of plant pathogens worldwide. These soil fungi are keen mycoparasites, generally rhizosphere competent, and some have the ability to extensively colonize the outer root layers [1-4]. In addition to direct parasitism of plant pathogens, interactions with *Trichoderma* enhance plant fitness in response to biotic and abiotic stresses [5,6]. Benefits derived by the host include: a) increased plant growth [7-11], (b) increased resistance to abiotic stresses such as drought and salinity [12-16], (c) induced host defense responses to pathogens [17-23]; (d) enhanced nutrient uptake and fertilizer use efficiency [16,24-26], and (e) increased photosynthetic rates [27,28]. A recent microarray study of two dicots showed that in the plant, genes related to tolerance of oxidative and osmotic stresses are induced by the *Trichoderma*-plant interaction [29]. Growth promotion of bean plants has been found to be strain-specific [30]. The combination of close interaction with plants and the ability to tolerate heavy metals make some strains of *T. harzianum* [31] and *T. virens* [32] effective agents for soil bioremediation and plant growth promotion.

The *Trichoderma*-plant interaction has been defined as an opportunistic symbiosis [33]. The *T. asperellum* – cucumber interaction was followed by electron microscopy, and growth is extracellular, with hyphae penetrating the outer root cortex [34]. The interaction between *T. harzianum* and tomato roots was observed by confocal microscopy with a GFP-expressing strain [35]. In hydroponic cultures during early colonization (10 hours), hyphae were observed growing between plant cell walls, and by 24 h, the root surface was extensively colonized. In soil, a switch to yeast-like morphology was observed following colonization. The fungus, after 48 hours, was mainly extracellular although occasionally intracellular, and in these cases the colonized cell appears to remain viable. After longer times of interaction in soil (72 hours) the fungus produced yeast-like cells [35].

In the *T. virens* – maize interaction, GFP-expressing hyphae are observed on the root surface and growing between cell walls in the epidermis and outer cortex, with no evidence of intracellular growth [17]. The *Trichoderma*-root interaction is not identical to any other previously studied symbiosis, but the interaction is reminiscent in some ways of ectomycorrhizae (EM). Images of *Trichoderma* spp. colonizing maize [17] or tomato roots [35] show the colonizing mycelia as a loose and relatively sparse network, which is less sharply delineated than the massive EM mantle [36]. In both symbioses, mycelia penetrate the root apoplast, but it is not clear how similar are the distributions within the root. The ectomycorrhizal fungus *Laccaria bicolor* secretes a small protein (MiSSP7), highly expressed during colonization of tree roots and needed to establish the symbiosis [37,38]. MiSSP7 is imported into plant cells where it interacts with a transcriptional repressor to antagonize jasmonate-induced gene expression [39]. In arbuscular mycorrhizae, a plant nucleus-targeted effector counteracts the immune response by interacting with a specific plant transcription factor, allowing establishment of the biotrophic interaction [40]. *Piriformospora indica*, like *Trichoderma virens*, has a wide host range, interacting with roots of monocots and dicots. A recent transcriptomic study showed that this basidiomycete root endophyte tailors the expression of its genome to the host plant and to the stage of the mutualistic interaction [41].

The genomes of the cellulose degrader *T. reesei* and two mycotrophic, plant-interacting species, *T. atroviride* and *T. virens*, have been published [42,43]. The sequences have provided the tools for a genome-wide view of *Trichoderma*-fungal and *Trichoderma*-plant interactions [44,45]. Several studies have addressed the transcriptome of different *Trichoderma* species, in interaction with a particular plant host [35,46-48]. Studies of *Trichoderma* transcriptomes in interaction with plant roots, using arrays designed from *Trichoderma* ESTs, showed regulation of genes related to redox reactions, transport, lipid metabolism and detoxification [35]; small secreted and cell surface proteins, proteases, endochitinase ECH42, and novel genes that could be related to nitric oxide biosynthesis, xenobiotic detoxification, and development [46]; and a predominance of carbohydrate metabolism-genes [47]. These studies, which indicate that interaction with the plant host programs expression of many genes in the fungal partner, employed several *Trichoderma* species and times of interaction with the plant host. Here, we compared the same *Trichoderma* strain in interaction with two host plants under the same conditions, to identify host-specific transcriptomic signatures.

Although the *Trichoderma*-root interaction represents a distinct type of symbiosis, the similarities to other fungal-plant symbioses led us to the working hypotheses that (1) the fungal transcriptome should depend on the host plant species, providing a molecular basis for the wide host range; and, (2) small secreted proteins (SSPs) and other secreted proteins may be important for the mutualistic interaction and for induction of disease resistance in colonized plants. In this study we used oligonucleotide microarrays designed from the predicted protein-encoding gene models of *T. virens* [43] to ask what genes are up-regulated at the transcriptional level, comparing the interaction with either tomato or maize roots. The results of comparing two plant hosts, monocot and dicot, under the same growth conditions suggest that a different repertoire of genes is expressed in response to different hosts and provide us with a better understanding of this interaction. Such studies would be helpful for crop-specific application of *T. virens* for maximizing the benefits derived from this type of plant-microbe interactions. This study would also be helpful in isolating novel promoters for driving expression of desirable *Trichoderma* genes (e.g., elicitors) in the rhizosphere-competent species.

## Methods

### Bioassay: seedling and fungal culture

For plant interactions, maize seeds (Silver Queen hybrid) were treated with 70% ethanol for 5 min, rinsed with water, soaked in 10% hydrogen peroxide solution for 2 hours, rinsed with water, and germinated on moist sterile filter papers to screen for contamination (procedure modified from: Djonovic et al., [17]). After four to five days incubation at 27°C, five seedlings of similar root length were selected and placed on plastic screens suspended in jars containing 250 ml of half strength Murashige and Skoog (MS medium) with vitamins and 0.05% sucrose. The seedlings were grown in a temperature-controlled growth room under fluorescent light (cool white and cool daylight tubes in alternating positions, 120–150 μmol m^−2^ s^−1^) (16:8 hours, day:night) for three days at 23-25°C. Tomato seedlings were prepared by treating seeds (cultivar Moneymaker) with 70% ethanol for 20 min, rinsing with water, soaking in 10% bleach solution for 5 min, rinsing in water, and germinated on MS supplemented with 0.8% agar. After seven days, five seedlings of same root length were selected for placing in the hydroponic system.

*T. virens* Gv29-8 was isolated from a sandy loam soil cultivated with cotton plants in Texas, and is deposited at the Fungal Genetics Stock Center (FGSC 10586). Conidia were harvested from 7-days old plates using a smear loop and final spore concentration was determined by dilution using a hemocytometer. Vogel’s minimal medium with 1.5% sucrose was inoculated with 1 × 10^6^ conidia/ml, and the culture was incubated at 150 rpm on a rotary shaker for 48 hours. The fungal biomass was harvested by filtering through Miracloth and rinsed with sterile water. One g of fungal tissue was added to each jar, and the seedlings (maize or tomato) were further incubated for 72 hours in the presence of the fungus. The hydroponic culture system is illustrated in Figure 1.

**Figure 1:**
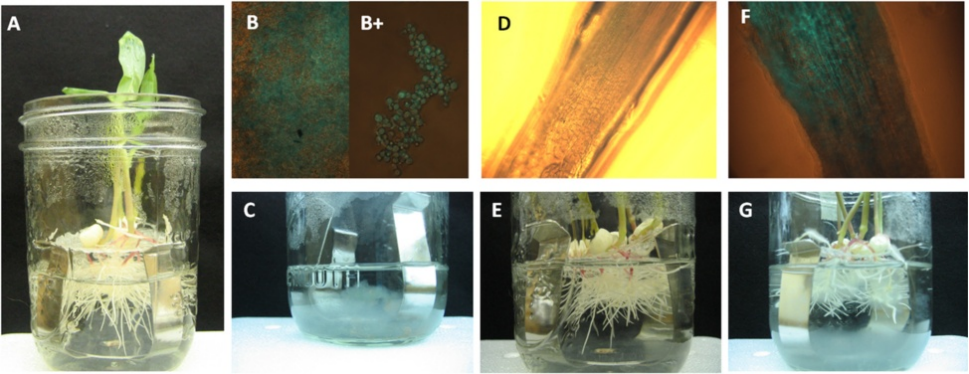
**Hydroponic system.** Experimental design for the hydroponic system for maize-*Trichoderma* co-culture at 72 h time point (similar design was used for tomato system). **A** seven-day-old maize seedlings grown aseptically in MS medium in culture chambers, inoculated with a fungal preparation of *T. virens* Gv29.8 and incubated for 72 h (See Methods). The strain expresses GFP under control of a constitutive promoter, and panels **B**, **F** show merged fluorescence and bright field images. Two controls were included: hydroponic systems containing only *T. virens* growing in MS in the absence of maize seedlings **(B, C)**, and control plants growing in MS without *T. virens* **(D, E)**. **F** and **G**, maize roots inoculated with *T. virens* at 10^5^ conidia/ml MS medium. Microscope images **B**, **D**, and **F** were taken at 10X magnification (**B**+ picture was taken with 40× magnification).

### Sample collection and RNA preparation

Four treatments, with three biological replicates per treatment, were collected: maize roots with *T. virens* (M + Tv); tomato roots with *T. virens* (T + Tv); maize or tomato roots without fungus (M-C or T-C, respectively); and *T. virens* without plant roots (Tv). Root systems from the same jar were harvested as an individual sample after 72 hours root-fungus interaction. Samples were gently washed with distilled water to remove clumps of fungal mycelia that adhered only loosely to the roots. The roots with remaining fungal mycelia were excised from the seedlings, frozen in liquid nitrogen, and extracted directly or stored at −80°C. Control root samples without *T. virens* were grown and harvested as described above. For axenic culture, *T. virens* was grown under the same conditions in the hydroponic culture containers, but without plants.

Total RNA was extracted from 100 mg of ground tissue (fungus and/or roots) with TRI Reagent (Molecular Research Center, Cincinnati, OH) following the manufacturer’s instructions. The quality of the RNA extracts was evaluated using the Agilent 2100 Bioanalyzer and RNA 6000 Nano kit (Agilent, Santa Clara, CA) according to the manufacturer’s instructions. Samples with electropherograms exhibiting sharp 18S and 28S rRNA peaks and showing no evidence of degradation were retained. The transcript of the *T. virens* histone H3 gene was easily detectable by RT-PCR in cDNA samples from *T. virens* and in interaction with maize or tomato, but not in control plant samples (data not shown).

### Microarray conditions and analysis

The microarray platform was described in [49]. A custom microarray was designed (Genotypic, Bangalore, India) from the complete set of filtered transcript models (*Trichoderma virens* v1.0, JGI http://genome.jgi-psf.org/Trive1/Trive1.home.html [43]) and printed in 15 K arrays (Agilent, Santa Clara, CA, USA). The array consists of 12782 probes, including 536 Agilent control spots, and technical replicates for 100 probes. 11 probes had the potential for cross-hybridization; these are not among the genes of interest found in this study. The probes on the array are 60-mer sense oligonucleotides, identified by protein ID numbers from v1.0 of the database (Additional file 1: Table S4). In some cases, update of the gene models resulted in new ID numbers in v2.0. The new gene models were then identified here by BLAST search of the v2.0 database with the v1.0 sequences, and the corresponding v2.0 numbers are given in the Additional file 1: Table S4; Additional file 2: Table S1; Additional file 3: Table S2; Additional file 4: Table S3. To 1 μg total RNA, RNA was added from a spike-in kit (Agilent). Each array hybridization corresponds to a single biological replicate. In this design there are no technical replicate array hybridizations. The array contains replicated (1–10 additional spots) oligonucleotide probes, corresponding to 100 of the unique probes. Inspection of the data usually showed very similar signal values between duplicate array spots. These were analysed independently by the array software (see below). cDNA synthesis was primed with oligo dT, and the double-stranded template was used for amplification and labelling by *in vitro* transcription using the MessageAmpII kit from Ambion (Austin, TX, USA). Amplified RNA (aRNA) was labelled with Cy3 and hybridized onto the custom microarrays. Three biological replicate samples were used for M + Tv and T + Tv, and five for Tv alone. Microarray hybridization and washing steps were performed following the Agilent protocol for single-channel arrays. The arrays were scanned at 10% laser power to avoid signal saturation. Agilent’s Feature Extraction software was used to extract the data. Microarray signals were normalized to allow comparison of samples with different RNA amounts, using the spike-in data. First, the log_10_ microarray data were normalized so that signals for one of the spike-ins (E1A_r60_a20) with a log relative concentration of 3.83 had the same values across all samples. Next, the log_10_ expression data were normalized by linearly interpolating to concentrations using the ten spike-in measurements for each sample and subsequently normalizing to the 75th percentile signal intensity. The data were converted from log_10_ to linear values, and analyzed for significant differences between plant interaction and control using CyberT [50,51] http://cybert.ics.uci.edu/ with the options: Bayes window 101 and Bayes weight 8; baseline subtraction 10.0; cutoff Benjamini-Hochberg (B-H) at P < 0.05. For cluster analysis, data, as log_10_ of the microarray signal or log_10_ of the signal normalized by dividing by the average control (*T. virens* alone, Tv) signal, were processed using Genesis, http://genome.tugraz.at/ (IGB-TUG Software, Technical University of Graz, Austria, [52]) with default options for hierarchical clustering. To compare EST entries in the gene lists from [46] and [47] with our gene lists, TrichoEST ID numbers were converted to European Nucleotide Archive numbers and used to search the database (http://www.ebi.ac.uk/ena/search/). The resulting nucleotide sequences were used to search *Trichoderma virens* G29.8 v2.0 at JGI (see above), using BLASTX. The *T. virens* genomic probes in the array of [47] are identified by *T. virens* v1.0 ID numbers and directly identify probes on our array. Annotations were from the *T. virens* website (JGI). The available annotations are listed in Additional file 3: Table S2, along with a consensus description from which the functional categories in Figure 2D were determined. In addition, GO terms for the same set of significantly regulated genes (Additional file 3: Table S2) were independently identified using Blast2GO (www.blast2go.com/). The GO terms for a control set of 199 sequences, starting with protein ID 113800 (chosen arbitrarily), were analysed in the same way.

**Figure 2:**
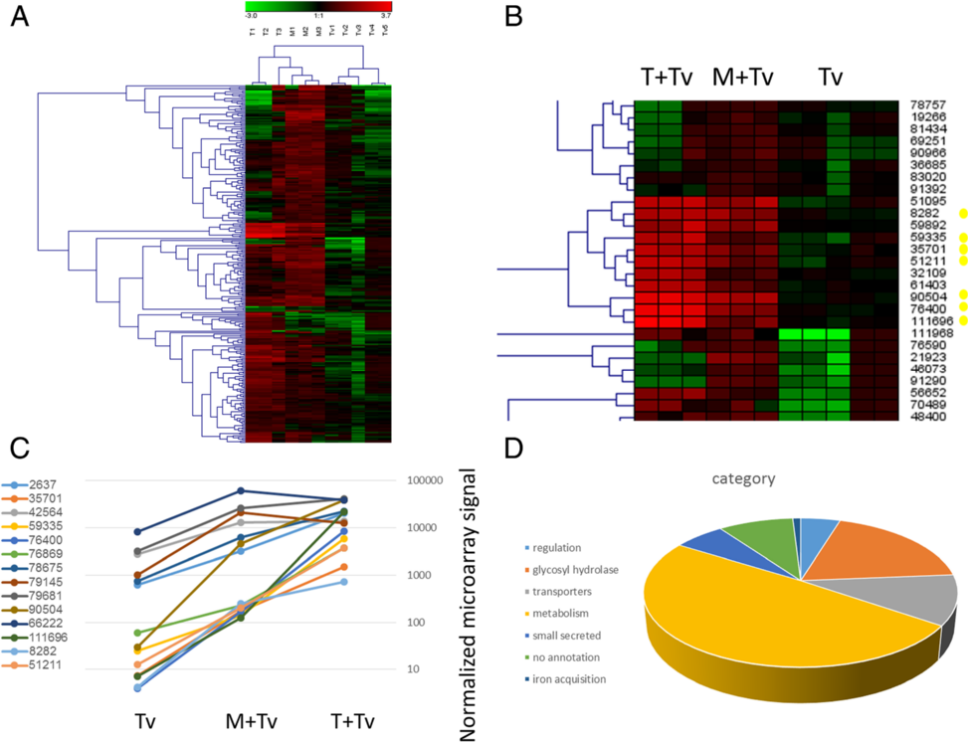
**Clustering and functional categories of significantly regulated genes. A)** Cluster analysis (Genesis, see Methods) of data from individual experiments. The log_10_ values for each microarray signal divided by the corresponding average control (Tv) signal are plotted in the heat map, clustered by relative expression level and experiment. **B)** A portion of the cluster analysis, annotated by protein ID number. This magnified portion of **(A)** shows a cluster of genes up-regulated in response to both maize and tomato roots. Yellow dots indicate 7 of the 14 genes significantly up-regulated in response to both plant hosts **(C)**. **C)** Expression patterns of genes significantly up-regulated in response to both plant hosts. Patterns are plotted for the 14 genes identified by CyberT analysis. **D)** Pie chart of functional categories for the set of genes shown in **A**. For simplicity large categories were used; the “metabolism” category includes, for example, a large number of predicted proteins with reductase, dehydrogenase, and other enzymatic activities, as well as some secreted hydrolytic enzymes with the exception of glycoside hydrolases which are listed separately. See Additional file 3: Table S2 for the complete annotated list.

### Real time qPCR

cDNA for qPCR was synthesized starting from 2 μg of RNA, which were treated with DNase (RQ1, Promega), and then used for reverse transcription with random primers with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), following the manufacturer’s protocol. Abundance of transcripts was measured by real-time qPCR reactions performed in an Applied Biosystems 7000 cycler; approximately 15 ng of cDNA were used as template. The 15 μl reaction volume included 7.5 μl of 2X ABsolute SYBR Green ROX MIX (ABgene, Surrey, U.K.) and 75 nM final concentration of specific primers for the gene of interest. Assays were run in duplicate for each the 4–7 biological replicate samples, using the following protocol: initial activation at 95°C for 10 min; 40 cycles of 95°C for 15 s, 60°C for 60 s, followed by a gradual increase in temperature from 60°C to 95°C during the dissociation stage. C_T_ values were calculated using the Applied Biosystems software, and transcript abundance was calculated in Microsoft Excel from C_T_ values and normalized to the tubulin (Table 1) signal. Standard curves were measured for dilution series of pooled cDNA samples, and calculated using the Applied Biosystems software; the slopes for each primer pair are given in Table 1.

**Table 1:** **Primer pairs used for qPCR amplification**

**ID v1.0**	**Consensus annotation**	**Forward primer**	**Reverse primer**	**Amplicon**	**Slope**
**90504**	Glycoside hydrolase family 7 protein	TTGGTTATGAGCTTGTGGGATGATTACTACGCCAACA	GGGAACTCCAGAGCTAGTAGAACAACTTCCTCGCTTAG	126	3.42
**46158**	Secreted short-chain dehydrogenase/reductase	GTGGAGCAGATTAGTGACACGGAAGC	CTACTGCAATACAGACCTCGACTCGCAAG	178	3.84
**86039**	Secreted NAD-dependent epimerase/dehydratase	GGTCAACGAGGAAACTCGCGCCACTAG	GTGACGGTATCATCGCGGCCAACG	182	3.37
**17705**	Small secreted cysteine rich	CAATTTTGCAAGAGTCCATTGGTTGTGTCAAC	GATTGTTGAGCTGAGTTACTGGCCGAAT	144	3.44
**19757**	Class II hydrophobin	GACTGCAAGACTCCCACTCAAGCCACCT	GGGAAGAGCATCCTGGCACAAAACAC	134	3.49
**42536**	Endoglucanase	GCTCATGATCTGGCTCGGAAAGTATGGA	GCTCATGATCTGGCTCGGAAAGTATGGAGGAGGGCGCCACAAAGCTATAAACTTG	141	3.69
**51095**	Polygalacturonase, glycoside hydrolase family 28	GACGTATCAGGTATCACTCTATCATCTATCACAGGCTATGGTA	TAGCACTGGATAGAACACCGCCGCTTCC	163	3.39
**51211**	Acetyl xylan esterase	GGATACTCACAGGGCGGCCAAATC	GTTCCGACATTATATGACAGTCCGTGAATG	175	3.87
**54057**	Secreted short-chain dehydrogenase/reductase	GCACTGCATAAGGCCCTTCAGCTAGAG	CGCCTCGCCCACGGTATCAACG	167	3.82
**56652**	Xylanase, glycoside hydrolase family 10	GCTTTACGCTTGGGATGTTGTCAATGAG	CCTTTAGTCTTGGCATAATTTGGGTCATC	191	4.25
**88010**	Beta tubulin	ACTTCAACGAGGCTTCTGGCAAC	CGGAACAGCTGGCCAAAGG	108	3.36

The slope of the calibration line is given in the last column, measured from a dilution series of pooled cDNA samples, using ABI software (see Methods). The protein model for the small secreted protein (SSP) ID 17705 is ID 230434 in v2.0 of the database.

### Reporter gene construct

We chose the CBH1 glycoside hydrolase gene (Protein ID: 90504; http://genome.jgi-psf.org/TriviGv29_8_2/TriviGv29_8_2.home.html) because the transcript is abundant in samples from root cultures inoculated with *T. virens*. Furthermore, this gene was strongly induced in interaction of *T. virens* with tomato roots in an earlier study [40]. This suggested that the upstream region includes strong expression signals that could be used to design a construct to report gene expression in response to *Trichoderma*-root interactions. A 2510 bp region upstream of the predicted translation start was amplified from *T. virens* G29.8 genomic DNA, using the forward primer P90504f, GTAGAACTGAAAAGCTTCGGTCAATC and reverse primer P90504r, CAATTTCTGATCCATGGTGTACAATCTTTG. The forward primer contains two mismatches, creating a *Hind*III site. The reverse primer contains two mismatches, converting the ATG start codon into a *Nco*I site. The product was cloned into pTZ57R/T (InsTAclone, Thermo Scientific) to obtain plasmid p90504. A 960 bp *Nco*I/*Sal*I fragment from gGFP ([53], Fungal Genetics Stock Center) containing the GFP coding sequence was ligated (T4 DNA ligase, Fermentas) to p90504, which was digested with *Nco*I and *Sal*I, and the ligation products transformed to *E. coli* HIT-DH5α (RBC Bioscience, Taiwan). Five μg of the resulting plasmid, p90504-GFP, were co-transformed together with 5 μg of pUCATPH (containing the hygromycin phosphotransferase *hph* gene with fungal expression signals [54]) to protoplasts of *T. virens* G29.8, using the PEG protocol as described by [55]. After regeneration overnight, transformation plates were overlayed with 600 μg/ml hygromycin B (A.G. Scientific, San Diego, CA) in 1% agar (Difco). Colonies reaching the surface of the overlay were transferred to PDA (Difco) with 100 μg/ml hygromycin B. About 40 hygromycin-resistant colonies were screened by inoculating wells containing excised maize root sections in 0.5x MS medium with 0.05% sucrose. After three days incubation, the wells were observed under a binocular fluorescence microscope (Olympus). Three isolates that showed GFP expression were identified and one, designated C10, was used for experiments.

## Results and discussion

### Microarray analysis of *Trichoderma*-root interactions

The hydroponic culture system used to follow *Trichoderma*-root interactions is illustrated in Figure 1. At the time of harvesting, adhering fungal mycelia were clearly visible on the roots of both plant hosts, as shown for maize in Figure 1G. For comparison of the fungal transcriptome in interaction with roots to that of *T. virens* alone, the fungus was cultured under the same conditions but without plants (Figure 1C). 

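Transcript levels were measured on 11 single-channel Agilent arrays with 60-mer probes, designed on the v1.0 gene models of *T. virens*. Each array received Cy3-labelled amplified RNA of 1 biological replicate, sampled after 72 h. The fungus alone (Tv) has 5 arrays, and the interactions with maize roots (M + Tv) and with tomato roots (T + Tv) have 3 each. Arrays of roots without the fungus were not analysed here. The M + Tv and T + Tv arrays and Tv replicates 1 and 2 lie on a single slide from a single scan. Tv replicates 3, 4 and 5 lie on a second slide from another scan. The authors read the scans with Agilent Feature Extraction, which gave each spot an intensity with the background subtracted and detrended within the array. They then normalized the intensities between arrays.

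The intensities from Feature Extraction were used here in place of the normalized ones. Spots marked as non-uniform or as population outliers were left out, and the log2 intensities of a probe's remaining spots were averaged. From this average the 75th percentile of the array over its probes was subtracted, so that a level of 0 is the 75th percentile of an array. Of 15744 spots, 536 are controls and 11 are marked as cross-hybridizing, and the rest belong to 11781 probes for 11631 genes. Between 12099 and 12622 spots stood well above background on the Tv arrays (median 12390). The M + Tv arrays had between 12727 and 13248 such spots (median 13032), and the T + Tv arrays between 12326 and 13520 (median 13489). The 75th percentile of the intensity ranged from 673.5 to 2223 on the Tv arrays (median 723.5). It ranged from 820.2 to 1122 on the M + Tv arrays (median 888) and from 1207 to 1274 on the T + Tv arrays (median 1224). The number of arrays limits the precision of the values. Groups were compared in pairs with limma and Benjamini-Hochberg adjustment over the probes tested. Every adjusted p is from this test, and a probe is called where it was under 0.05.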

Total RNA for preparation of probes for microarray hybridization was prepared from material from each treatment: *T. virens* alone (Tv, 5 experiments), in interaction with maize (M + Tv, 3 experiments) and with tomato (T + Tv, 3 experiments). Complete microarray data are provided in Additional file 2: Table S1 and are available at GEO, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64344. The data sets were analyzed in pairs using CyberT (see Methods) for significant differences in transcript abundance: M + Tv compared to Tv, T + Tv compared to Tv, and M + Tv compared to T + Tv. At a Benjamini-Hochberg cutoff value of P < 0.05, the levels of 139 transcripts were significantly up-regulated in interaction with maize, and 85 in interaction with tomato (Additional file 3: Table S2). 

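Of 11761 probes tested between M + Tv and Tv, 27 were called higher and 3 lower by limma with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 these numbers were 613 and 648. Between T + Tv and Tv 11770 probes were tested, of which 38 were higher, for 36 genes, and 92 lower, for 88 genes (866 and 1423 unadjusted). Between the hosts 11758 were tested. With maize 321 were higher, for 318 genes, and 125 lower, for 123 genes (1534 and 991 unadjusted). The median log2 fold change of the probes called higher and lower was 4.78 and -3.57 for maize, 5.56 and -3.80 for tomato, and 2.82 and -2.91 between the hosts. All 139 protein IDs that Table S2 lists for maize had a higher level with maize than alone, and 22 of them were called. Of the 84 it lists for tomato, 82 were higher with tomato and 17 were called.

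Of the alternatives run, leaving out the Tv arrays of the second slide gave the highest counts against Tv. Within the shared slide, 536 probes were higher and 447 lower with maize, and 605 higher and 847 lower with tomato. The controls there are Tv replicates 1 and 2 alone. Their median absolute log2 difference was 0.172, against 0.267 and 0.266 between 2 spots of these arrays. Whether they are independent cultures is not known. If they are not, their spread is too small and these counts, and passes against these arrays alone, are inflated. Leaving out Tv replicate 3 alone gave 61 higher and 43 lower with maize and 100 higher and 282 lower with tomato. The number of higher probes fell to 2 with maize without maize replicate 2, and the tomato numbers fell to 12 and 16 without tomato replicate 1. All arrays with a host share a slide. Between the hosts 1005 probes were higher with maize and 1051 lower without tomato replicate 3, but 3 and 3 without maize replicate 1. The fit with the replicate number as a block used replicates 1 to 3 only. Tv numbers do not pair with those of either host. This fit called 1 probe higher with maize, against 95 on the same arrays without the block, chosen after the results were seen. Against Tv, a call lost under this block is therefore weak evidence against the call.

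The split between higher and lower depended on the scaling. The authors' deposited values gave 46 and 15 for maize and 298 and 220 between the hosts. Quantile normalization gave 31 and 10 for maize and 327 and 231 between the hosts. Scaling to the 3 brightest spike-ins moved the median log2 fold change over all probes from 0.04 to 0.45 for maize, from -0.11 to 0.71 for tomato and from 0.13 to -0.29 between the hosts. With that scaling 264 and 48 probes were called for tomato and 137 and 140 between the hosts. After normexp background correction, a model of signal plus background noise, the counts were 20 and 8 for maize, 6 and 1 for tomato, and 1 and 7 between the hosts. Plain background subtraction plus 50, chosen after the data were seen, gave 24 and 9 for maize. It gave 58 and 134 for tomato, and 758 and 374 between the hosts. On tomato replicate 1 normexp estimated a background SD of 942, against at most 0.51 on the other arrays. A call lost after normexp correction in a comparison with tomato may therefore reflect a poor fit to that array.

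Besides the genes of the paper, the 3 called probes with the largest log2 fold change per comparison and direction are named, among those whose groups did not overlap and that were well above background on every array of the brighter group. Higher with maize these were 51095, 90504 and 46158, and higher with tomato 111696, 76400 and 90504. Between the hosts they were 32988, 33927 and 46158 on the maize side and 29271, 42536 and 85599 on the tomato side. With maize the log2 fold change was -3.89 (standard error 0.42, adjusted p = 0.0123) for 89322, -3.57 (standard error 0.50, adjusted p = 0.0328) for 60983 and -3.17 (standard error 0.48, adjusted p = 0.0405) for 65203. The largest decreases with tomato were -7.47 (standard error 0.58, adjusted p = 0.000447) for 59898, -6.85 (standard error 0.90, adjusted p = 0.00988) for 70331 and -6.63 (standard error 1.00, adjusted p = 0.0177) for 79779. Maize over tomato gave 8.03 (standard error 1.52, adjusted p = 0.0465) for 32988 and 7.16 (standard error 0.91, adjusted p = 0.0184) for 33927. The same comparison gave -8.08 (standard error 0.38, adjusted p = 0.00323) for 29271 and -7.49 (standard error 0.40, adjusted p = 0.00364) for 85599. The supplementary tables give no annotation for these protein IDs. On the Tv arrays 85599 ranged from -6.137 on replicate 3 to 4.727 on replicate 4. For 32988 Tv replicates 1 to 3 lay between -0.084 and 1.118, and replicates 4 and 5 at -7.564 and -8.464. Differences of that size thus occurred without a host for 85599 and 32988. The Tv levels of 29271 (-9.595 to -8.034) and 33927 (-2.950 to -0.903) spread less. With each array left out in turn, the log2 fold change stayed between -7.73 and -7.13 for 59898, between 7.14 and 9.72 for 32988 and between -8.33 and -7.86 for 29271. No T + Tv array stood well above background for 70331 and 33927, nor any M + Tv array for 29271. Their differences are therefore lower bounds, at least 105.4-fold, at least 143-fold and at least 229-fold. A bound sets the brighter group against the lowest signal well above background on each array of the dimmer group, or the probe's own signal where that was higher. The calls of 89322, 60983 and 65203 were lost without any 1 maize array and with the replicate number as a block. Those of 60983 and 65203 were also lost without Tv replicate 1, 4 or 5. Of these 3 calls 1 held scaled to 1 spike-in. It was 2 of the 3 scaled to the 3 brightest spike-ins and with the slide as a block. With the 75th percentile over probes well above background on all arrays 2 also held. Those of 70331, 79779, 32988 and 33927 were lost without tomato replicate 1 or 2, that of 32988 also without any 1 maize array and that of 33927 without maize replicate 2. After normexp correction all of these calls were lost except those of 89322, 65203 and 85599, and the last was lost in 1 fit of all 11 arrays. Of 59 calls of named genes, 5 held in every scaling, filter, joint fit, block and omission of an array, those of 90504, 51095, 51211, 76400 and 111696 with tomato. CyberT on linear values, which called no probe higher with tomato, lost these 5 as well.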

A panel of 10 genes, highlighted in the protein ID list in Additional file 3: Table S2, was chosen for qPCR validation. 

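On the arrays, 4 of the 10 panel genes were called in interaction with maize (90504, 46158, 86039 and 51095) and 3 with tomato (90504, 51095 and 51211). Between maize and tomato 6 were called (90504, 46158, 86039, 42536, 51211 and 56652). Adjusted over the list alone, 7, 7 and 8 passed. The panel was chosen on these samples, so this count is not independent evidence. Levels were higher with maize than alone for 9 panel genes and higher with tomato for 8. The oxidoreductase 54057 (scaffold 1, 1855748 to 1857036) had levels of -2.25 ± 2.27 (SD, n = 5) in Tv, 0.06 ± 0.22 (SD, n = 3) in M + Tv and 1.27 ± 0.15 (SD, n = 3) in T + Tv. Its log2 fold change was 2.30 (standard error 1.16, adjusted p = 0.511) with maize and 3.52 (standard error 1.16, adjusted p = 0.166) with tomato. Of these, the maize value passed the threshold against the Tv arrays of the shared slide alone. The tomato value passed the threshold against the Tv arrays of the shared slide alone and without Tv replicate 3. Between the hosts 54057 differed by -1.21 (standard error 0.28, adjusted p = 0.0799), and by between -1.30 and -1.09 with each array left out in turn. This difference passed the threshold without tomato replicate 3.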

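With the one-tailed t-test that the legend of Figure 3 names, taken without correction over the panel and beta tubulin, 8 genes had a p under 0.05 for maize against Tv, 8 for tomato against Tv and 7 for maize against tomato. With tomato 1 of the 8 was beta tubulin (88010), higher in Tv.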

The primer pairs used are given in Table 1. 

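The transcript of protein ID 88010 (scaffold 9, 1101898 to 1103902) was well above background on all 11 arrays. Its level was 3.55 ± 0.36 (SD, n = 5) in Tv, 3.16 ± 0.08 (SD, n = 3) in M + Tv and 2.99 ± 0.24 (SD, n = 3) in T + Tv. Neither maize, with a log2 fold change of -0.39 (standard error 0.38, adjusted p = 0.698), nor tomato, with -0.56 (standard error 0.42, adjusted p = 0.477), changed it past the threshold. Maize and tomato differed by 0.17 (standard error 0.28, adjusted p = 0.773). None of the 3 passed in any scaling, filter, joint fit or block or on leaving out an array, and the standard errors were of similar size to the differences.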

Beta tubulin (protein ID 88010) was the reference gene for qPCR (TUB, Figure 3A). The expression patterns of these genes measured by qPCR or microarray hybridization were generally similar (Figure 3). 

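In Tv the level of 56652 (scaffold 8, 606982 to 608075) was -7.47 ± 3.31 (SD, n = 5), and 2 of the 5 Tv arrays stood well above background. All arrays of M + Tv and T + Tv did, with levels of -3.26 ± 0.64 (SD, n = 3) and -0.47 ± 0.49 (SD, n = 3). The log2 fold change was 4.22 (standard error 1.67, adjusted p = 0.427) with maize and 7.00 (standard error 1.65, adjusted p = 0.0862) with tomato. The maize value of 56652 passed the threshold against the Tv arrays of the shared slide alone. Its tomato value passed the threshold scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays, with the slide as a block, against the Tv arrays of the shared slide alone and with the replicate number as a block. Maize gave a lower level than tomato, -2.79 (standard error 0.45, adjusted p = 0.0338), and between -3.13 and -2.50 with each array left out in turn. The call between the hosts was lost scaled to 1 spike-in, after normexp correction, in 1 fit of all 11 arrays and with the replicate number as a block. For 56652 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2.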

An exception is 56652 (xylanase, GH12) where the *T. virens* control signal was underestimated by qPCR compared to microarray hybridization. The calibration slope for this primer pair indicates below-optimal efficiency (Table 1), perhaps accounting for the discrepancy. In general, the correlation between qPCR and microarray signals holds well, over several orders of magnitude (Figure 3C). The other exception is GH12 (ID 42536, Table 1) which showed no induction in interaction with maize on the microarray, as well as in one set of qPCR experiments. This transcript, however, was strongly up-regulated in a second set of qPCR experiments (data not shown). This is in contrast to the other 9 genes in the panel which showed remarkably consistent patterns in experiments performed in two different laboratories and at different times during this study. 

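The endoglucanase transcript 42536 (scaffold 10, 1015857 to 1016690) had levels of -6.50 ± 2.81 (SD, n = 5) in Tv, -7.77 ± 0.65 (SD, n = 3) in M + Tv and 0.28 ± 3.04 (SD, n = 3) in T + Tv. It stood well above background on 2 Tv arrays, 1 M + Tv array and all 3 T + Tv arrays. With maize the log2 fold change was -1.27 (standard error 1.43, adjusted p = 0.742), and with tomato it was 6.78 (standard error 1.75, adjusted p = 0.11). The tomato value of 42536 passed the threshold scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays and against the Tv arrays of the shared slide alone. Every T + Tv array lay above every M + Tv array, with a log2 fold change of maize over tomato of -8.05 (standard error 1.47, adjusted p = 0.0433). On leaving out single arrays it lay between -9.79 and -7.03. The call of 42536 between the hosts was lost scaled to 1 spike-in, scaled to the 3 brightest spike-ins, with the 75th percentile taken over probes well above background on all arrays, after normexp correction, in 1 fit of all 11 arrays and with the replicate number as a block. For 42536 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2.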

Cluster analysis was performed, according to experiment and gene name, with the group of transcript levels showing significant regulation in either root interaction (see Methods). 

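Pearson correlations between the arrays were computed across the 209 protein IDs of Table S2 and across all 11781 probes. Probes are not independent replicates. Over the IDs of Table S2, tomato replicates 1 and 2 correlated at r = 0.987. Tomato replicate 3 correlated with the other tomato arrays at a mean r of 0.748 and with the maize arrays at 0.65, and its nearest array was Tv replicate 5 (r = 0.756). The mean r of a maize array with the other maize arrays was between 0.896 and 0.922. Divided into 3 clusters, the arrays grouped as the tomato arrays, as Tv replicates 4 and 5, and as the maize arrays with Tv replicates 1, 2 and 3. With the authors' deposited values tomato replicate 3 joined Tv replicates 4 and 5. Across all probes tomato replicate 3 was nearest to maize replicate 3 (r = 0.938). Its mean r there was 0.892 with the tomato arrays and 0.914 with the maize arrays. Across the 8308 probes well above background on every array the order was the same (0.881, 0.821 and 0.845).

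**Figure D1:**
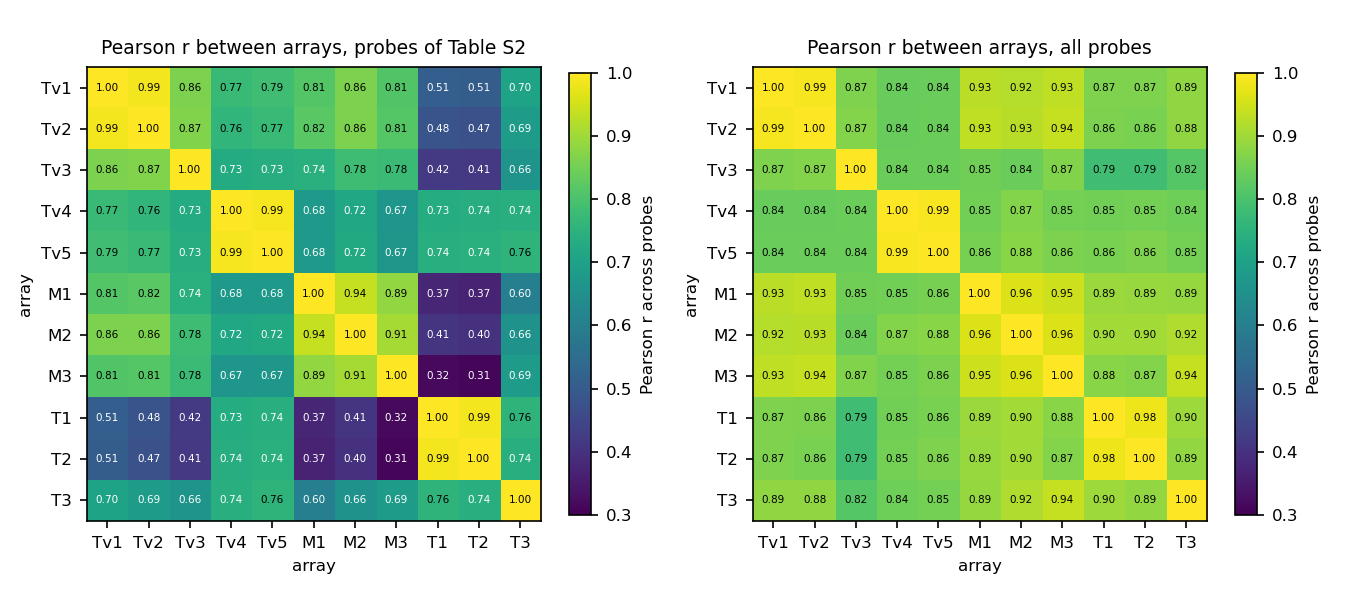
Pearson r between each pair of the 11 arrays, across the protein IDs of Table S2 and across all probes, with arrays named by treatment and replicate number on both axes and r as color. Tomato replicate 3 has a lower r with tomato replicates 1 and 2 (0.755 and 0.741 over Table S2) than these have with each other (0.987).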

The significantly regulated genes cluster according to experiment (Figure 2A), but some genes deviate from the pattern in some experiments (most noticeably, but not only, a cluster where tomato replicate T3 differs from replicates T1 and T2). The sources of this variation might be sampling effects (note the non-uniform expression of GFP in Figure 4A, described in detail below) or differences between hydroponic chambers in the time course of the *Trichoderma*-root interaction. As for ID 42536 (Figure 3A), time course experiments on specific genes or the entire transcriptome may be needed to resolve these differences. Thus the number of significantly regulated genes may be an underestimate, and we limit the analysis to robustly regulated transcripts.

**Figure 3:**
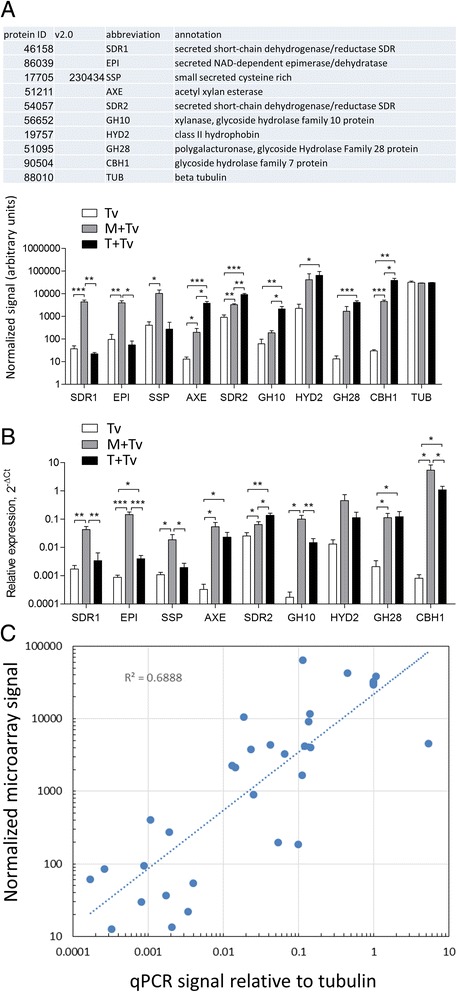
**qPCR validation of microarray data. A)** qPCR signals normalized to tubulin (ID 88010), and corresponding microarray data, normalized to total signal as described in Methods. Bars indicate means of 3–8 replicates with standard error; the M + Tv and T + Tv samples for qPCR were independent of those used for the microarrays. *,**,** significant at P < 0.05, 0.01, 0.001 respectively, by ttest, one-tailed. **B)** Microarray data corresponding to the transcripts shown in **(A)**. *,**,** significant at P < 0.05, 0.01, 0.001 respectively, by ttest, one-tailed. **C)** Correlation between qPCR and microarray signals, plotted from the data in (**A** and **B**). The line is a power-law least squares fit (Excel) to the combined data set (Tv, M + Tv, T + Tv), which appears linear on this log-log plot. The R^2^ value is shown on the graph.

**Figure 4:**
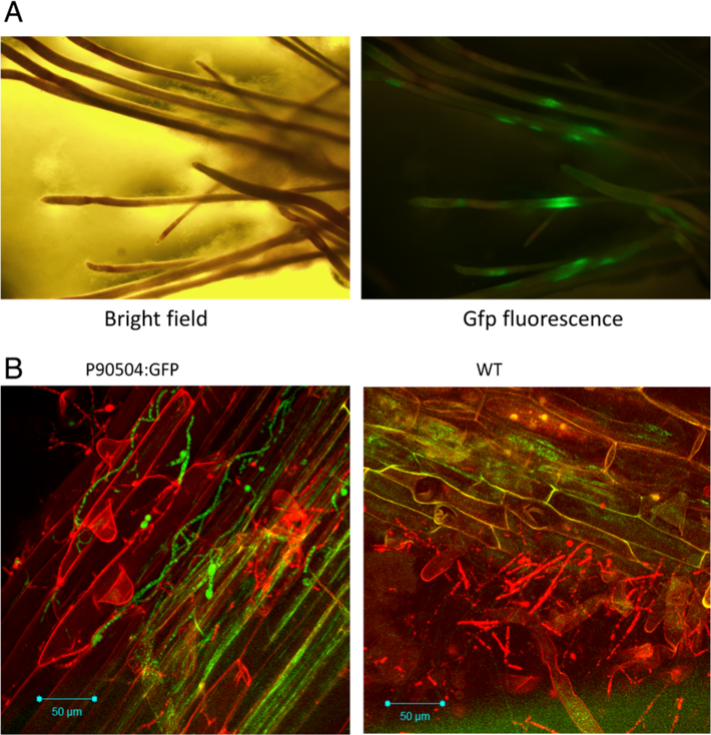
**Expression of GFP under control of the upstream region from glycoside hydrolase gene 90504. A)** Roots excised from hydroponic co-cultures of P90504:GFP line C10 were photographed under white light or for GFP fluorescence, in a binocular microscope. **B)** Confocal images of roots from hydroponic co-cultures of P90504:GFP line C10 or WT. Green channel: GFP fluorescence, excitation 488 nm, bandpass filter 500–550 nm. Red channel: propidium iodide, excitation 561 nm, filter 575 nm long pass. The images are projections of five (left) or 8 (right) Z-stack (1.5 μm) slices. Propidium iodide stains plant cell walls in the root epidermis and outer cortex layers, as well as some plant and fungal nuclei in some cells. Plant cell autofluorescence (green channel) is visible in some areas.

### Genes regulated in interaction with both plant hosts

The expression of 14 *T. virens* genes was significantly up-regulated in interaction with both maize and tomato. Of these, 8 were found previously, in interaction with tomato ([47], coded by violet shading in Additional file 3: Table S2). 

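In limma's comparisons, 7 probes were called higher with both maize and tomato, 20 with maize only and 31 with tomato only. The number for both hosts was 2 without maize replicate 2 and 15 without Tv replicate 3. It was 208 within the shared slide and 1 after normexp correction. Of the 14 genes on the list for both hosts in Table S2, 4 were called with both (90504, 76400, 79145 and 8282), and all had a higher level with each host. With tomato 9 of the 14 were called. Adjusted over the list alone, all 14 passed with each host, which is not independent evidence since the list was chosen on these samples. The other probes called with both hosts were 51095, 59892 and 92820, and the last pair was chosen for naming after its values were seen. The a-L-arabinofuranosidase 59892 (scaffold 39, 76525 to 81782) had a log2 fold change of 6.21 (standard error 0.48, adjusted p = 0.00253) with maize and 7.14 (standard error 0.64, adjusted p = 0.00131) with tomato. It was not well above background on any Tv array, which makes it at least 38.7-fold and at least 74.0-fold higher. Its calls were lost after normexp correction and with the replicate number as a block. The oxidoreductase 92820 had a log2 fold change of 3.99 (standard error 0.60, adjusted p = 0.0405) with maize and 3.40 (standard error 0.59, adjusted p = 0.033) with tomato. Of 31 alternatives, 15 called 92820 with maize and 19 with tomato. These counts include the omissions of an array of the other host, which leave the fit unchanged and always keep the call. Leaving out single arrays gave 92820 values between 3.65 and 4.26 and between 3.18 and 3.67.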

A cluster of genes co-regulated in interaction with both host plants is shown in Figure 2B, annotated by JGI protein model ID number. Seven expression patterns of genes belonging to the set significantly up-regulated in both root interactions (Figure 2C) cluster together (indicated by yellow dots in Figure 2B). 

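Over the 14 genes of the list the median log2 fold change was 3.75 with maize (from 1.98 to 6.69) and 6.89 with tomato (from 2.09 to 10.27). Between the hosts 6 of them were called, and 3 had a higher level with maize than with tomato. Of the 5 that are not glycoside hydrolases, the aldo/keto reductase 79145 (scaffold 2, 2196349 to 2198175) had levels of -1.52 ± 0.67 (SD, n = 5) in Tv, 2.50 ± 0.88 (SD, n = 3) in M + Tv and 1.71 ± 0.03 (SD, n = 3) in T + Tv. Its log2 fold change was 4.01 (standard error 0.56, adjusted p = 0.0328) with maize and 3.23 (standard error 0.50, adjusted p = 0.0181) with tomato. Omitting arrays in turn gave between 3.61 and 4.48 and between 2.99 and 3.44. The maize call was lost scaled to 1 spike-in and with the replicate number as a block. For 79145 this call was also lost without Tv replicate 1, 2 or 5 or maize replicate 1, 2 or 3. The tomato call was lost scaled to 1 spike-in, after normexp correction and with the replicate number as a block. This one was also lost without Tv replicate 1 or 2 or tomato replicate 1 or 2. The short-chain dehydrogenase 66222 (2.97 with maize and 2.09 with tomato), the 2-hydroxyacid dehydrogenase 79681 (2.63 and 2.13) and the P-loop protein 42564 (1.98 and 2.67) were higher with both hosts and called with neither. Within the shared slide 42564 passed with both hosts and 79681 with maize. With tomato, 42564 passed the threshold after quantile normalization, scaled to the 3 brightest spike-ins and in 1 fit of all 11 arrays. Scaled to the 3 brightest spike-ins, 79681 passed with maize.

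**Figure D2:**
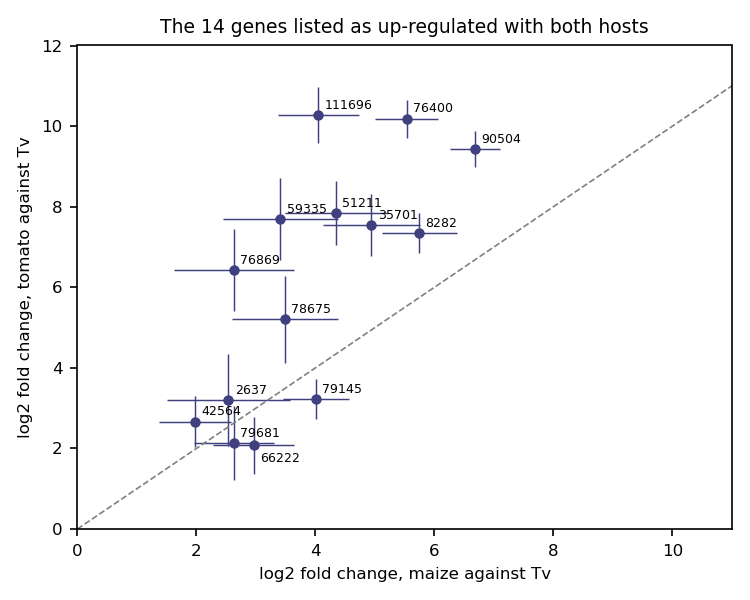
Log2 fold change of the 14 genes of the list in interaction with tomato against that with maize, each relative to Tv, with standard errors as bars and a dashed line where both are equal. The values reach 10.27 with tomato and 6.69 with maize, and 3 genes lie on the maize side of the line.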

The 14 genes significantly up-regulated in interaction with both maize and tomato are mostly found on different scaffolds. In the two cases where a pair of genes was found on the same scaffold, the distance between them was very large (more than 600 kb). 

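On the v1.0 assembly the 14 genes lie on 12 scaffolds. On scaffold 5, 79681 (771995 to 773793) and 35701 (1515251 to 1516522) are separated by 741457 bp. On scaffold 10, 42564 (563361 to 564606) and 66222 (1236028 to 1236813) are separated by 671421 bp. The levels of 79681 were 0.12 ± 1.15 (SD, n = 5) in Tv, 2.75 ± 0.47 (SD, n = 3) in M + Tv and 2.25 ± 1.79 (SD, n = 3) in T + Tv. Those of 35701 were -8.49 ± 1.34 (SD, n = 5) in Tv, -3.55 ± 1.03 (SD, n = 3) in M + Tv and -0.95 ± 0.55 (SD, n = 3) in T + Tv. For 42564 the levels were -0.36 ± 1.01 (SD, n = 5) in Tv, 1.62 ± 0.43 (SD, n = 3) in M + Tv and 2.31 ± 0.33 (SD, n = 3) in T + Tv. Lastly 66222 had 1.05 ± 1.14 (SD, n = 5) in Tv, 4.02 ± 0.63 (SD, n = 3) in M + Tv and 3.14 ± 0.71 (SD, n = 3) in T + Tv.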

Similar expression patterns in the three conditions (Tv, M + Tv and T + Tv), as evident in Figure 2C, is therefore not reflected by co-localization in the genome. Ten of the 14 genes in this list are annotated as glycoside hydrolases. 

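In Table S2, 9 of the 14 carry the annotation of a glycoside hydrolase, 4 of a metabolic enzyme and 1 of a regulatory protein. The GH7 cellobiohydrolase 90504 (scaffold 22, 481834 to 483811) had levels of -6.24 ± 0.46 (SD, n = 5) in Tv, 0.45 ± 0.35 (SD, n = 3) in M + Tv and 3.19 ± 0.39 (SD, n = 3) in T + Tv. It changed by a log2 fold change of 6.69 (standard error 0.42, adjusted p = 0.000797) with maize, 9.43 (standard error 0.46, adjusted p = 3.25e-05) with tomato and -2.74 (standard error 0.35, adjusted p = 0.0186) between maize and tomato. Single omissions of arrays left these between 6.53 and 6.88, between 9.23 and 9.62 and between -2.93 and -2.55. Its tomato call held in every scaling, filter, joint fit, block and omission of an array, but was lost with CyberT on linear values. Its maize call was lost with the replicate number as a block, a fit without Tv replicates 4 and 5 whose numbers do not pair with Tv. Between the hosts the call was lost scaled to 1 spike-in and after normexp correction. For 90504 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. The acetyl xylan esterase 51211 (scaffold 27, 58678 to 59727) had levels of -7.75 ± 1.41 (SD, n = 5) in Tv, -3.41 ± 1.07 (SD, n = 3) in M + Tv and 0.10 ± 0.52 (SD, n = 3) in T + Tv. In 51211 the log2 fold change was 4.35 (standard error 0.85, adjusted p = 0.0975) with maize, 7.85 (standard error 0.80, adjusted p = 0.00271) with tomato and -3.50 (standard error 0.61, adjusted p = 0.0389) between the hosts. The maize value of 51211 passed the threshold scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays, with the slide as a block and against the Tv arrays of the shared slide alone. The call of 51211 between the hosts was lost scaled to 1 spike-in, after normexp correction and in 1 fit of all 11 arrays. For 51211 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. That difference ranged from -4.12 to -3.12 on leaving out single arrays.

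By limma, the endo-1,4-glucanase 76400 (scaffold 13, 38824 to 40460) had a log2 fold change of 5.53 (adjusted p = 0.00581) with maize and 10.18 (adjusted p = 3.25e-05) with tomato. For the GH61 protein 111696 (scaffold 16, 83172 to 84306) it was 4.05 (adjusted p = 0.0588) with maize and 10.27 (adjusted p = 0.000288) with tomato, and for the GH11 xylanase 8282 (scaffold 40, 65366 to 66154) 5.75 (adjusted p = 0.0123) with maize and 7.35 (adjusted p = 0.000288) with tomato. The GH5 glucanase 35701 (scaffold 5, 1515251 to 1516522) had 4.94 (adjusted p = 0.058) with maize and 7.54 (adjusted p = 0.00271) with tomato. None of these 4 was well above background on any Tv array. They were at least 28.5-fold, 14.5-fold, 32.5-fold and 26.6-fold higher with maize and at least 716-fold, 1075-fold, 98.5-fold and 162-fold higher with tomato, in that order. The maize calls of 76400 and 8282 were lost after normexp correction, with the replicate number as a block and without maize replicate 2. That of 8282 was also lost without maize replicate 1, and the tomato calls of 8282 and 35701 were lost after normexp correction. With maize, 111696 passed the threshold with the authors' deposited values, after quantile normalization, scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays, against the Tv arrays of the shared slide alone and without Tv replicate 3. With maize, 35701 passed the threshold with the authors' deposited values, after quantile normalization, scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays, with the slide as a block, against the Tv arrays of the shared slide alone and without Tv replicate 4. On leaving out single arrays the maize value of 111696 lay between 3.53 and 4.57 and that of 35701 between 4.43 and 5.46. Called with tomato only, as were 51211, 111696 and 35701, were the endoglucanase 59335 (scaffold 26, 3612 to 4469), 3.41 (adjusted p = 0.245) with maize and 7.68 (adjusted p = 0.00988) with tomato, and the GH61 protein 76869 (scaffold 15, 37707 to 39256), 2.63 (adjusted p = 0.41) with maize and 6.43 (adjusted p = 0.0223) with tomato. The tomato call of 59335 was lost with the replicate number as a block. For 59335 this call was also lost without tomato replicate 1 or 2. Its values without single arrays lay between 6.98 and 8.13. The tomato call of 76869 was lost after normexp correction. For 76869 this call was also lost without Tv replicate 1 or 2 or tomato replicate 1 or 2. Those values lay between 6.04 and 6.96. Within the shared slide both also passed with maize. The cellobiohydrolase 78675 (scaffold 42, 15954 to 17723) was called with neither host, 3.49 (adjusted p = 0.208) with maize and 5.20 (adjusted p = 0.0666) with tomato. With tomato, 78675 passed the threshold after quantile normalization, scaled to the 3 brightest spike-ins, in 1 fit of all 11 arrays, with the slide as a block and against the Tv arrays of the shared slide alone. With maize it passed scaled to the 3 brightest spike-ins and within the shared slide.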

Seven of the eight genes found to be up-regulated by interaction with both maize and tomato in this study (sampled at 72 h) and with tomato (sampled at 20 h, [47] are annotated as glycoside hydrolases. The exception is ID 180068, encoding a protein with Zn finger and F-box domains, which might be have a regulatory function. 

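The gene is listed as 2637 in v1.0 (scaffold 1, 1179380 to 1181140). Its level was -2.45 ± 1.82 (SD, n = 5) in Tv, 0.09 ± 1.19 (SD, n = 3) in M + Tv and 0.75 ± 1.79 (SD, n = 3) in T + Tv. The groups overlapped, and the log2 fold change was 2.54 (standard error 1.03, adjusted p = 0.43) with maize and 3.20 (standard error 1.14, adjusted p = 0.184) with tomato. No scaling, filter, joint fit, block or omission of an array brought either adjusted p below 0.05.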

Identification of glycoside hydrolase-encoding genes in experiments performed in different labs, and at a different sampling time, points to a core function: the ability to (partially) degrade the root cell walls.

### Genes up-regulated in interaction with either or both plant hosts

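In Table S2, 36 protein IDs are annotated as glycoside hydrolases, of which 25 are on the maize list and 20 on the tomato list. All 25 had a higher level with maize than alone, with a median log2 fold change of 4.35, and 6 were called. With tomato all 20 were higher, with a median of 6.89, and 11 were called. No test of enrichment was made.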

Looking at the available annotations for the larger list of genes significantly up-regulated in interaction with either plant host, glycoside hydrolases are again prominent (Additional file 3: Table S2). Another class includes transporters (Additional file 3: Table S2, Figure 2D). 

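Of 23 protein IDs annotated as transporters, 16 are on the maize list and 7 on the tomato list, and all were higher with the host they are listed for. Their median log2 fold change was 3.17 with maize and 3.38 with tomato. By limma, 1 was called with maize and 3 with tomato.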

There are several predicted transcription factors and other regulatory proteins, and some small secreted proteins. 

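The Fe permease 24347 (scaffold 10, 1423714 to 1424679) had levels of -4.01 ± 2.37 (SD, n = 5) in Tv, -0.72 ± 0.53 (SD, n = 3) in M + Tv and -4.32 ± 0.96 (SD, n = 3) in T + Tv. With maize its log2 fold change was 3.29 (standard error 1.22, adjusted p = 0.382), and with tomato -0.31 (standard error 1.25, adjusted p = 0.902). Maize over tomato gave 3.60 (standard error 0.57, adjusted p = 0.0318) for 24347, and between 3.30 and 4.16 with each array left out. This call was lost with the authors' deposited values, after quantile normalization, scaled to 1 spike-in, after normexp correction and in 1 fit of all 11 arrays. For 24347 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. The tomato value of 24347, below Tv, passed the threshold with the slide as a block and against the Tv arrays of the shared slide alone. The ferric reductase 11584 (scaffold 6, 1277074 to 1279558) had levels of -6.74 ± 1.21 (SD, n = 5) in Tv, -6.15 ± 0.20 (SD, n = 3) in M + Tv and -2.62 ± 0.83 (SD, n = 3) in T + Tv, and 2 of the 5 Tv arrays stood well above background. With maize 11584 changed by 0.59 (standard error 0.68, adjusted p = 0.748), and with tomato by 4.12 (standard error 0.75, adjusted p = 0.0389). The tomato value lay between 3.86 and 4.60 on leaving out single arrays. The tomato call of 11584 was lost scaled to 1 spike-in, after normexp correction and with the replicate number as a block. For 11584 this call was also lost without Tv replicate 1 or 2 or tomato replicate 1 or 2. Between the hosts 11584 differed by -3.53 (standard error 0.47, adjusted p = 0.0206), and between -4.01 and -3.27 without single arrays. That call was lost scaled to 1 spike-in, after normexp correction and in 1 fit of all 11 arrays. The latter was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. The maize value of 11584 passed the threshold against the Tv arrays of the shared slide alone.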

Two genes are related to iron acquisition: Fe permease FTR1 (ID 24347, v1.0; 195287, v2.0) and a ferric reductase (ID v1.0 11584, v2.0 147314). A similar picture, in general, was independently obtained by GO term analysis (Additional file 5: Figure S1). The highest-represented biological processes are polysaccharide catabolism, transmembrane transport, and oxidation-reduction (Additional file 5: Figure S1). An identical GO term analysis using a randomly chosen set of sequences (control, Additional file 5: Figure S1) resulted in a much more diverse representation of biological processes. Oxidation-reduction is also highly represented in the list obtained from the consensus annotation (see individual annotations in Additional file 3: Table S2), although this is not obvious in Figure 2D where oxidation-reduction is included in “metabolism”.

Of the fourteen genes demonstrating significant up-regulation in response to both maize and tomato roots, nine are annotated as glycoside hydrolases. All the glycosyl hydrolases (a total of 34) were grouped according to GH families from the annotation (JGI), and the total expression (microarray signal summed over all the family members for each GH family) plotted to obtain a semi-quantitative view of the relative contribution of each family, at the transcript level (Figure 5). The plot indicates that the expression pattern is different for the interaction with maize or tomato.

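Signal sums were made for the 16 GH families that Table S2 names, with 23 members, in multiples of each array's 75th percentile. The mean summed signal was higher with tomato than with maize in 11 families and lower in 5. The count of 11 moved most without tomato replicate 3, to 9. The maize and tomato arrays did not overlap in 10 families, of which 8 were higher with tomato, where chance gives 10% for 3 arrays against 3. The smallest p that an exact permutation test allows here is 0.1 (two-sided; 0.16 after Benjamini-Hochberg adjustment over the 16 families), so no family can pass. For GH7 the sum was 0.0138 ± 0.00484 (SD, n = 5) in Tv, 1.39 ± 0.321 (SD, n = 3) in M + Tv and 9.34 ± 2.49 (SD, n = 3) in T + Tv. Its log2 ratio of maize to tomato was -2.75. In the same units and order, GH61 gave 0.0104 ± 0.00849, 0.0933 ± 0.0411 and 5.59 ± 3.35 (log2 ratio -5.91). GH12 gave 0.0402 ± 0.0492, 0.0853 ± 0.0170 and 2.85 ± 2.52 (log2 ratio -5.06). GH28 gave 0.00729 ± 0.00683, 0.598 ± 0.478 and 1.30 ± 0.373 (log2 ratio -1.12), and its host arrays overlapped. Higher with maize without overlap were GH32, with 0.250 ± 0.241, 4.97 ± 2.76 and 0.0725 ± 0.0374 (log2 ratio 6.10), and GH30, with 0.159 ± 0.191, 1.16 ± 0.628 and 0.222 ± 0.0590 (log2 ratio 2.38). In 12 of the 16 families the direction was the same under every scaling and without any 1 array. The log2 ratio of GH6 (-1.66, with 1 tomato value missing) turned to 0.32 after normexp correction, and that of GH27 (0.66) to -0.04. GH3 (-0.03) turned to 0.10 scaled to 1 spike-in, to 0.25 without maize replicate 1 and to 1.23 without tomato replicate 3. Without that array GH62 (-0.10) also turned, to 0.02.

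**Figure D3:**
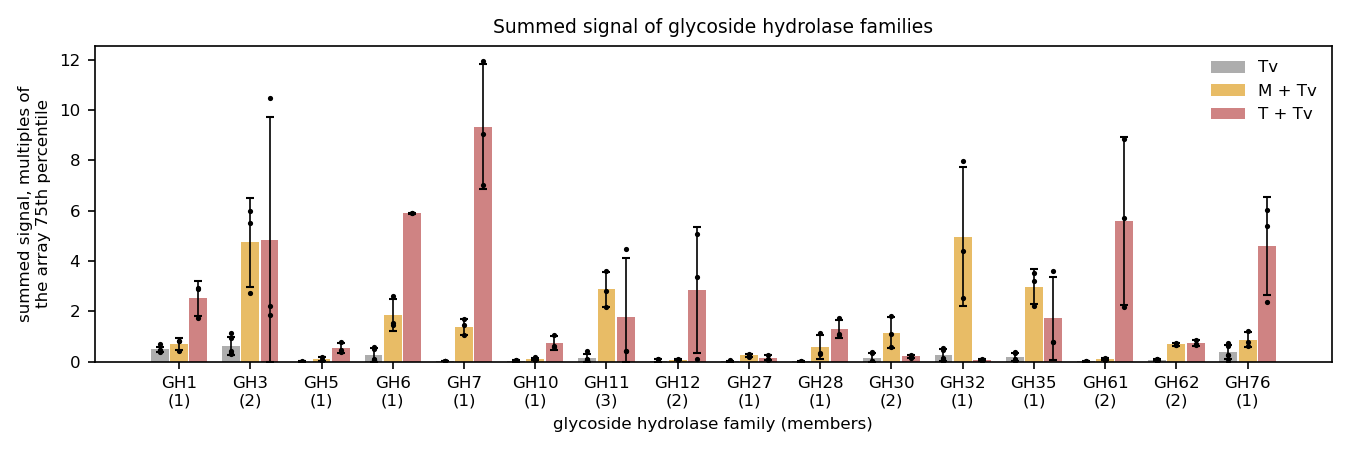
Summed signal of each GH family in Tv, M + Tv and T + Tv, in multiples of the array's 75th percentile; bars are means, error bars SD and dots single arrays. GH7 reaches 9.34 in T + Tv against 1.39 in M + Tv, and GH32 4.97 in M + Tv against 0.0725 in T + Tv, while the direction between the hosts flips under some scaling or omission for GH3, GH6, GH27 and GH62.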

**Figure 5:**
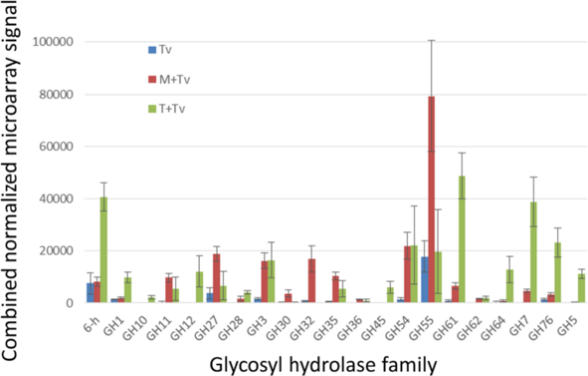
**Representation of glycoside hydrolase (GH) families.** The bars represent the sum of average transcript abundance (microarray signal) for each family. The error bars indicate SEM for families with a single member represented; for families with two or more members, the SEM values were combined using the sum of squares rule, to provide an approximate measure of variability.

Different cell wall composition of the two plant hosts might be expected to play a role in the set of fungal genes expressed. The predicted substrates of the fungal glycoside hydrolase families represented (following [56] and the CAZy database, http://www.cazy.org/Glycoside-Hydrolases.html) do not appear, however, to be related in any direct way to the composition of maize vs tomato cell walls. As an example, we note that dicot walls are more pectin-rich than those of monocots [57]. The endopolygalacturonase encoded by transcript 51095 is the unique member of family GH28 expressed in response to interaction with roots. If the product of 51095 is indeed the major induced pectin-degrading enzyme, one might have expected higher expression in tomato where the substrate is more abundant. This pattern was found [58] upon comparison of two *Colletotrichum* species. One species is a pathogen of Brassicaceae, and one of maize. *C. higginsianum* in the necrotrophic phase of its interaction with *Arabidopsis* was found to up-regulate a greater number of pectin-degrading enzyme genes than *C. graminicola* on maize [58]. 

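The polygalacturonase transcript 51095 (scaffold 27, 111519 to 112898) had levels of -7.72 ± 1.53 (SD, n = 5) in Tv, -1.02 ± 1.06 (SD, n = 3) in M + Tv and 0.34 ± 0.39 (SD, n = 3) in T + Tv, and 2 of the 5 Tv arrays stood well above background. Every array with a host lay above every Tv array. The log2 fold change of 51095 was 6.69 (standard error 0.90, adjusted p = 0.0275) with maize and 8.06 (standard error 0.84, adjusted p = 0.00273) with tomato. With each array left out in turn the values stayed between 6.08 and 7.11 and between 7.66 and 8.47. The maize call of 51095 was lost after normexp correction and with the replicate number as a block. For 51095 this call was also lost without Tv replicate 1 or 2 or maize replicate 1, 2 or 3. Maize and tomato differed by -1.36 (standard error 0.59, adjusted p = 0.249).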

Our data show, however, up-regulation of the GH28 gene 51095 in interaction with both tomato and maize (Figure 3A, B). Dicot and grass cell walls both contain pectin, and the expression of enzyme genes will not always correspond directly with substrate levels. The predicted ortholog (E value 0.0, BLASTP) of 51095 in *T. harzianum* is ThPG1. Silencing of ThPG1 in *T. harzianum* showed that it is required for colonization of *Arabidopsis* roots [59]. This could be tested for *T. virens* on tomato and maize. The question of how GH family expression might be related to host cell wall composition will need to be addressed at the protein, in addition to transcript, level. When and where each CAZyme is expressed in the root tissue is also important.

### Genes differentially regulated in interaction with maize or tomato

The overall distribution of gene classes in the list of up-regulated genes is similar for the two plant hosts (Additional file 3: Table S2). 

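By the annotations of Table S2, the other classes held 106 protein IDs of metabolism (74 on the maize list and 36 on the tomato list), 10 of regulation (4 and 7) and 10 small secreted proteins (5 and 5). There were 3 other secreted proteins (1 and 2), 2 IDs of iron acquisition (1 and 1) and 19 without annotation (13 and 6). The median log2 fold change was 3.05 with maize and 3.23 with tomato for metabolism, 2.31 and 3.02 for regulation, and 3.22 and 2.75 for IDs without annotation. By limma, 12 metabolic IDs and 3 without annotation were called with maize, and 2 metabolic IDs with tomato. None of the 4 and 7 regulatory IDs was called with the host it is listed for by limma, though all of them had an unadjusted p under 0.05.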

Inspection of the microarray data showed that expression in the maize and tomato interactions often followed the same pattern, yet did not pass the significance filter in one or the other data set. We therefore studied the set of genes whose transcript levels differ significantly at P < 0.05 between maize and tomato, and are also significantly regulated relative to the *T. virens* control. This gene list, which is the intersection of the CyberT results from the above two criteria (Figure 6), is given in Additional file 4: Table S3. Transcripts corresponding to 43 gene models differed significantly in their expression levels between maize and tomato and also between the control and at least one plant interaction, with ratios of transcript abundance on tomato *vs* on maize ranging from 60.9 to 0.005 (Additional file 4: Table S3 and Figure 7). Thus, we have identified genes that can serve as specific reporters for the interaction of *T. virens* with one of the two plant hosts. In contrast to the genes significantly up-regulated in interaction with both hosts, of which half had been found previously, only five of the transcripts in Additional file 4: Table S3 (violet or blue color-coded) had been identified previously in the *T. virens* – tomato interaction [47] or are homologs of genes up-regulated in the *T. harzianum* – tomato interaction [46].

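Of the protein IDs in Table S3, all 35 differed between maize and tomato in the direction given there, and 23 were called. Also higher than Tv with at least 1 host were 6 of these. The largest ratio of tomato over maize was 25.6, for the glucose dehydrogenase 30080 (scaffold 2, 2586698 to 2588234), and the smallest was 0.00529, for 17705, which was not called (adjusted p = 0.0881). The log2 fold change of 17705 lay between 6.40 and 9.75 with each array left out in turn. Among the called genes of Table S3 the largest log2 fold change of maize over tomato was 7.08, for 46158. The levels of 30080 were -2.03 ± 2.86 (SD, n = 5) in Tv, -2.73 ± 0.19 (SD, n = 3) in M + Tv and 1.95 ± 0.44 (SD, n = 3) in T + Tv. Maize over tomato gave a log2 fold change of -4.68 (standard error 0.34, adjusted p = 0.00665), and between -4.93 and -4.52 with each array left out in turn. The call of 30080 was lost in 1 fit of all 11 arrays. For 30080 this call was also lost without maize replicate 1 or 2 or tomato replicate 1. Against Tv, 30080 changed by 3.98 (standard error 1.44, adjusted p = 0.19) with tomato. With tomato, 30080 passed the threshold against the Tv arrays of the shared slide alone and with the replicate number as a block. Each of the 23 calls was lost after normexp correction or without some array, and the direction of all 35 was kept under every scaling, except that of 86018 (log2 fold change -0.06), which turned to 0.41 after normexp correction. It also turned to 0.08 without maize replicate 1 and to 0.01 without tomato replicate 2.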

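By limma, 28 probes were called between maize and tomato and also higher than Tv with at least 1 host, 12 on the maize side and 16 on the tomato side. Their number was 1 without maize replicate 1, 121 without tomato replicate 3 and 163 within the shared slide. After normexp correction it was 0 by limma, where 554 and 696 probes were higher and lower with maize than tomato at an unadjusted p under 0.05. From transcripts that differ between the hosts and also from the control, the paper concludes that these genes can serve as reporters specific to the interaction with a single host.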

**Figure 6:**
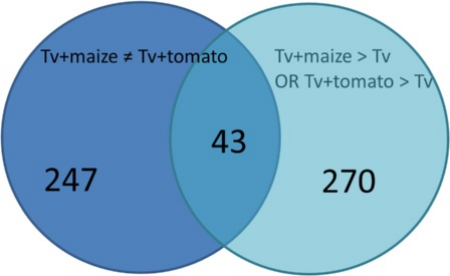
**Venn diagram of the number of genes differentially expressed in** ***T. virens*** **interactions with maize** ***vs*** **tomato roots.** The intersection of the two sets indicates transcripts that were significantly different (B-H P < 0.05 by CyberT) in tomato compared to maize, and also significantly up-regulated compared to control (Tv) in either tomato (T) or maize (M) interactions.

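With limma, 58 probes were higher than Tv with at least 1 host, of which 30 were not called between the hosts. Of the 446 called between the hosts, 418 were not called as higher than Tv with either.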

**Figure 7:**
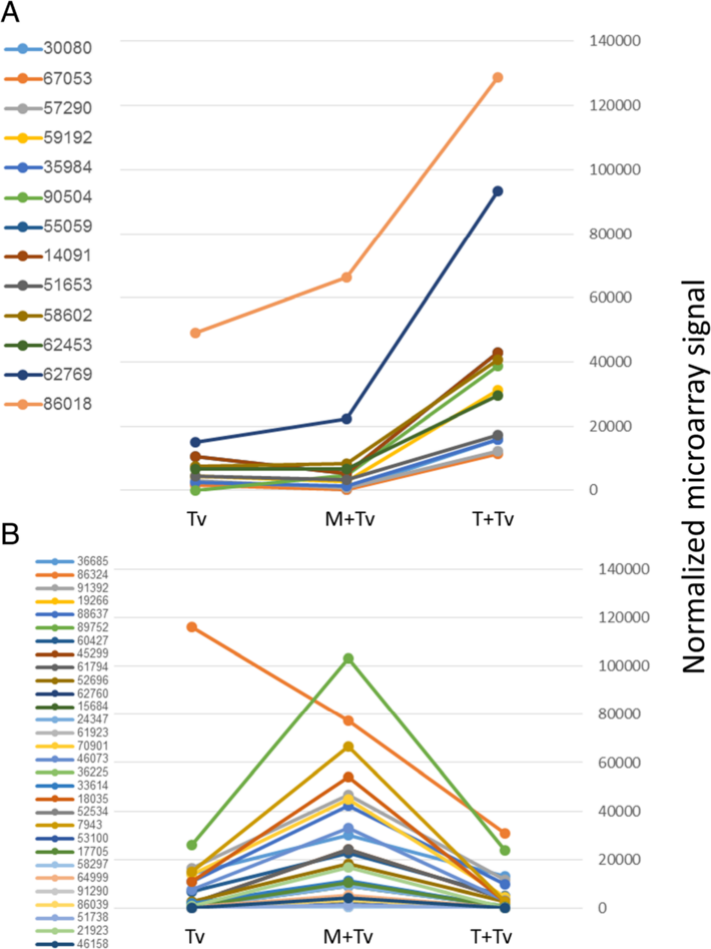
**Expression patterns of root-regulated** ***T. virens*** **genes that are preferentially expressed in interaction with tomato (A) or maize (B).**

Maize-specific expression of three genes, oxidoreductases 46185, 86039 and SSP 17705, was confirmed by qPCR (Figure 3). 

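The oxidoreductase with protein ID 46158 (scaffold 15, 124648 to 125563) had levels of -6.22 ± 1.30 (SD, n = 5) in Tv, 0.37 ± 0.44 (SD, n = 3) in M + Tv and -6.71 ± 0.55 (SD, n = 3) in T + Tv. With maize the log2 fold change of 46158 was 6.59 (standard error 0.73, adjusted p = 0.0123), and with tomato -0.49 (standard error 0.76, adjusted p = 0.74). Maize and tomato differed in it by 7.08 (standard error 0.41, adjusted p = 0.00476). With each array left out in turn the maize value stayed between 6.25 and 6.95 and the difference between the hosts between 6.77 and 7.27. The call of 46158 against Tv was lost with the replicate number as a block. For 46158 this call was also lost without maize replicate 1, 2 or 3. Between the hosts its call was lost after normexp correction. Protein ID 46185 (scaffold 15, 102667 to 103725) was not well above background on any array, and its log2 fold change between the hosts was -0.28 (standard error 0.38, adjusted p = 0.717). For the reductase 86039 (scaffold 5, 25084 to 26502) the levels were -5.53 ± 1.39 (SD, n = 5) in Tv, 0.10 ± 0.81 (SD, n = 3) in M + Tv and -5.43 ± 0.45 (SD, n = 3) in T + Tv. With maize 86039 changed by 5.62 (standard error 0.80, adjusted p = 0.0336), and with tomato by 0.10 (standard error 0.78, adjusted p = 0.954). Between the hosts 86039 differed by 5.53 (standard error 0.50, adjusted p = 0.0103). The maize value and the difference lay between 5.32 and 6.20 and between 5.26 and 5.99 on leaving out single arrays. The maize call of 86039 was lost after quantile normalization, scaled to 1 spike-in and with the replicate number as a block. For 86039 this call was also lost without Tv replicate 1, 2, 4 or 5 or maize replicate 1, 2 or 3. The call of 86039 between the hosts was lost after normexp correction. That one was also lost without maize replicate 1 or tomato replicate 1 or 2.

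**Figure D4:**
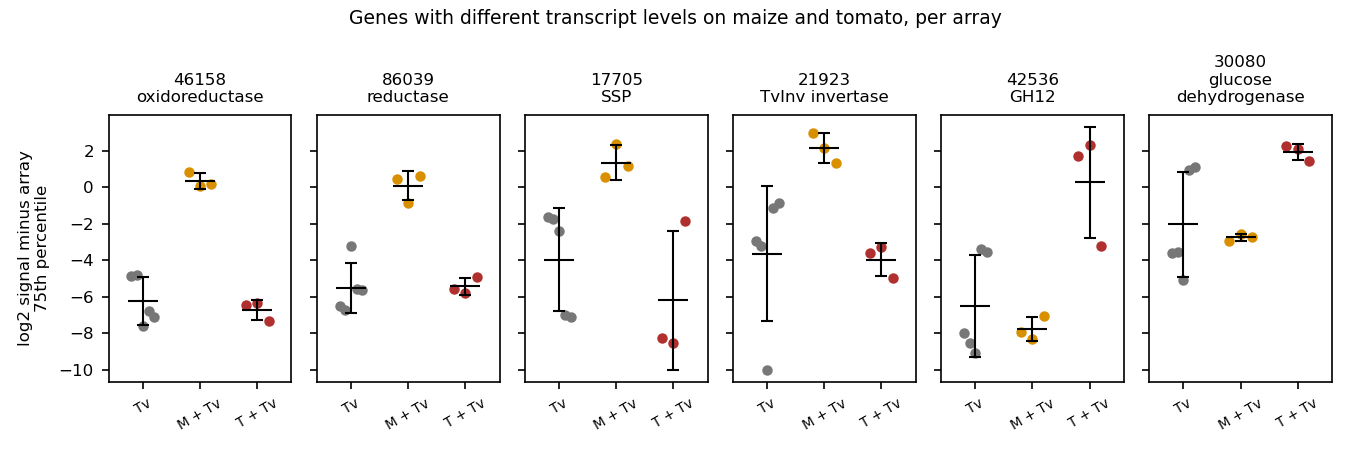
Level of 6 transcripts on each array (dots), as log2 signal minus the array's 75th percentile, in Tv, M + Tv and T + Tv, with the group mean and SD. Every maize array lies above every tomato array for 46158, 86039, 17705 and 21923, and below for 42536 and 30080.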

The intracellular invertase TvInv (ID v1.0 21923, v2.0 111987) [27] is specific to the maize interaction, though obviously one cannot exclude induction on tomato at a different time point from the 72 h sampled here. 

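The level of 21923 (scaffold 36, 22158 to 23929) was -3.63 ± 3.72 (SD, n = 5) in Tv, 2.16 ± 0.83 (SD, n = 3) in M + Tv and -3.96 ± 0.91 (SD, n = 3) in T + Tv. Maize over tomato gave a log2 fold change of 6.11 (standard error 0.63, adjusted p = 0.0112), a ratio of 69.2. Omission of single arrays left it between 5.60 and 6.52. The call of 21923 was lost scaled to 1 spike-in, after normexp correction and in 1 fit of all 11 arrays. For 21923 this call was also lost without maize replicate 1 or 2 or tomato replicate 1 or 2. Against Tv the log2 fold change was 5.79 (standard error 1.87, adjusted p = 0.311) with maize and -0.33 (standard error 1.86, adjusted p = 0.934) with tomato. The maize value of 21923 passed the threshold against the Tv arrays of the shared slide alone. The Tv arrays spread more widely than those of either host.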

The tomato-specific up-regulated transcripts (Additional file 4: Table S3) remain to be further characterized.

Genes encoding small secreted cysteine-rich proteins (SSPs) in the *T. virens* genome have been annotated based on the following criteria: 300 amino acids or less, at least four cysteine residues, predicted signal peptide for secretion, and lack of annotated enzyme activity [43,60]. Several genes belonging to this (heterogenous) class were up-regulated in interaction with maize or tomato (Additional file 3: Table S2, Figure 8). 

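Of the small secreted proteins of Table S2, the 5 on the maize list were all higher with maize, and of the 5 on the tomato list 4 were higher with tomato. Their median log2 fold change was 3.24 and 2.72. None was called against Tv by limma. Of those that were higher, 4 with maize and 3 with tomato had an unadjusted p under 0.05. With maize, 68860 (scaffold 19, 308090 to 308587) changed by 3.77 (standard error 1.33, adjusted p = 0.351) and 53060 (scaffold 40, 82617 to 83101) by 3.24 (standard error 0.89, adjusted p = 0.236). For 69251 and 19266 the log2 fold change with maize was 2.30 and 1.65. With tomato, 60255 (scaffold 1, 731620 to 732134) changed by 3.82 (standard error 1.31, adjusted p = 0.176) and 86324 (scaffold 5, 1247613 to 1248846) by -2.42 (standard error 0.57, adjusted p = 0.0849). For 66126 and 111995 the log2 fold change with tomato was 2.62 and 2.72. The secreted proteins 67053 and 73979 had 3.46 and 1.22 with tomato. With maize, 53060 passed the threshold scaled to the 3 brightest spike-ins and against the Tv arrays of the shared slide alone. With tomato, 60255 passed the threshold against the Tv arrays of the shared slide alone and with the replicate number as a block. With tomato, 86324 passed the threshold in 1 fit of all 11 arrays and against the Tv arrays of the shared slide alone. Within the shared slide 67053 passed, and without Tv replicate 1 66126 did. Between the hosts 68860 differed by 6.58 (standard error 1.18, adjusted p = 0.0415) and 53060 by 4.44 (standard error 0.65, adjusted p = 0.0277). No T + Tv array stood well above background for 53060, which was at least 17.2-fold higher with maize. Maize over tomato gave -4.27 (standard error 0.43, adjusted p = 0.011) for 67053. These differences stayed between 5.73 and 7.87, between 3.83 and 4.78 and between -4.66 and -3.96 with each array left out in turn. The call of 67053 was lost scaled to 1 spike-in, after normexp correction and in 1 fit of all 11 arrays. For 67053 this call was also lost without maize replicate 1 or tomato replicate 1 or 2. That of 68860 was lost with the authors' deposited values, after quantile normalization, scaled to 1 spike-in, scaled to the 3 brightest spike-ins, after normexp correction and in 1 fit of all 11 arrays. For 68860 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. That of 53060 was lost scaled to 1 spike-in, scaled to the 3 brightest spike-ins, after normexp correction and in 1 fit of all 11 arrays. For 53060 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2.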

Up-regulation of transcript 17705 is specific to maize, and this was validated by qPCR (Figure 3B). This gene in v1.0 of the *T. virens* sequence database corresponds to ID 230434 in v2.0; in v1.0 the protein model was incomplete, lacking the N-terminus, and thus was not included in the original SSP list compiled by Kubicek et al. [43]. 

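The level of 17705 (scaffold 14, 1196535 to 1197341) was -3.97 ± 2.82 (SD, n = 5) in Tv, 1.36 ± 0.94 (SD, n = 3) in M + Tv and -6.20 ± 3.80 (SD, n = 3) in T + Tv, and 3 of the 5 Tv arrays stood well above background. Every M + Tv array lay above every other array. The log2 fold change of 17705 was 5.34 (standard error 1.45, adjusted p = 0.23) with maize and -2.23 (standard error 1.92, adjusted p = 0.534) with tomato. Between maize and tomato it was 7.56 (standard error 1.84, adjusted p = 0.0881). The maize value of 17705 passed the threshold after normexp correction and against the Tv arrays of the shared slide alone. The difference between the hosts passed the threshold without tomato replicate 3. On leaving out single arrays these values lay between 4.55 and 5.92 and between 6.40 and 9.75.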

We added the complete model 230434 to the previous clustering analysis, and found that it belongs to cluster 3, a SSP family of unknown function [60]. 

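The transcript of 19757 (scaffold 18, 174920 to 175336) was well above background on all 11 arrays. Its level was -2.01 ± 2.88 (SD, n = 5) in Tv, 1.64 ± 3.69 (SD, n = 3) in M + Tv and 2.54 ± 2.94 (SD, n = 3) in T + Tv, and the groups overlapped in every comparison. With maize it changed by a log2 fold change of 3.65 (standard error 1.93, adjusted p = 0.523), with tomato by 4.55 (standard error 1.76, adjusted p = 0.212). Between maize and tomato 19757 differed by -0.90 (standard error 2.21, adjusted p = 0.851). No scaling, filter, joint fit, block or omission of an array brought any of them below 0.05. The maize value lay between 2.04 and 5.67, the tomato value between 3.49 and 6.24 and the difference between the hosts between -2.59 and 1.12 with each array left out in turn, and the last turned in sign without maize replicate 3.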

ID 19757 is a predicted class II hydrophobin (HfgII), significantly up-regulated in response to tomato roots (Additional file 3: Table S2, Figure 3A), and showing an up-regulated trend in the average transcript abundance in interaction with maize (Figures 3 and 8). A class II hydrophobin was induced in *T. harzianum* by the presence of tomato plants [46]. This protein shows homology to a class II hydrophobin from *T. virens* (best hit by BLASTP search of the v2.0 database: 91466 4.34E-47), related only more distantly to 19757. Both *T. virens* proteins show the same core structure containing eight cysteine residues arranged in a conserved motif. 

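Under v1.0 protein ID 91466 (scaffold 1, 2185757 to 2186655) the level was -7.67 ± 0.79 (SD, n = 5) in Tv, -6.42 ± 2.03 (SD, n = 3) in M + Tv and -6.21 ± 1.35 (SD, n = 3) in T + Tv, and 1, 2 and 3 arrays stood well above background. The files do not show whether v1.0 and v2.0 give this number to the same gene. With maize the log2 fold change of 91466 was 1.25 (standard error 0.87, adjusted p = 0.596), and with tomato 1.46 (standard error 0.71, adjusted p = 0.288).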

The ceratoplatanin family gene Sm1, encoding a SSP which is an inducer of systemic resistance, was up-regulated in interaction with cotton [61]. Samolski et al. [46] found a 2.3-fold induction in interaction with tomato, while here there was only a 1.2-fold (not significant) increase in response to tomato roots. The cell wall protein QID74 [62] is unfortunately not on the microarray because the *T. virens* ortholog was missing from the v1.0 gene models. Thus, direct comparison with expression of SSP genes in previous studies is not straightforward, probably due to different plant hosts and conditions.

**Figure 8:**
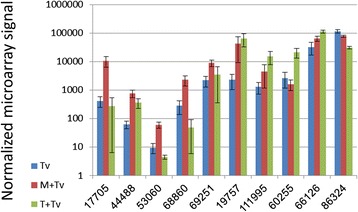
**Expression patterns of small secreted proteins.** The transcripts indicated by v1.0 protein ID numbers were significantly up-regulated (B-H P < 0.05 by CyberT) in either maize or tomato (Additional file 3: Table S2). Transcript levels for ID 17705 (ID 230434 in v2.0) and ID 19757 were measured also by qPCR, and the data shown here are also plotted in Figure 3B, where these genes are labelled SSP and HYD2, respectively.

The “cluster 3” SSP (ID 17705 v1.0/230434 v2.0) seems a promising candidate for functional analysis as a maize-interaction-specific small secreted protein.

### Functional significance of regulated genes

The strong induction of genes for enzymes with the potential to degrade plant cell walls is interesting, as the interaction between *T. virens* and these two hosts is considered mutualistic. This finding is consistent with previous reports [46,47]. In the mutualistic interaction of barley with the basidiomycete *Piriformospora indica* –, hydrolytic enzymes and transporters are strongly induced following the transition from biotrophy to saprotrophic growth on dead root cortex cells. There is relatively little induction of these genes in the biotrophic *P. indica*-*Arabidopsis* interaction [41]. While a full meta-analysis is beyond the scope of this study, the similarity between *P. indica* – barley and the *T. virens* interactions studied here suggests that the *T. virens* – root interactions have a limited necrotrophic aspect, like *P. indica* – barley and in contrast to *P. indica* - *Arabidopsis*. If so, cell death should be observed, and there is preliminary evidence for this from scattered propidium iodide staining of plant and fungal nuclei (Figure 4 and data not shown). Furthermore, this similarity between *P. indica* – barley and the two *T. virens* interactions points to parallel evolution of a mutualistic, ISR-promoting, fungal-root interaction distinct from mycorrhizae, in Basidiomycota and Ascomycota.

The genes identified here and in previous studies can provide specific reporters for the *T. virens*-root interaction. To test this concept we constructed a reporter in which GFP was expressed under control of the predicted upstream regulatory region from the 90504 gene. Transgenic lines expressing this construct showed strong GFP fluorescence in interaction with roots (Figure 4) and root sections (data not shown). The protein sequence of 90504, belonging to glycoside hydrolase (GH) family GH7, is nearly identical (three differences in amino acid sequence, all of which are similar) to the *T. virens* T87 gene *CBHI* (accession ACF93800) which is up-regulated in interaction with tomato [47]. In hydroponic cultures, fluorescent hyphae could be detected in the outer root layers, while externally adhering hyphae showed fluorescence in or on some hyphal compartments (Figure 4). We have not confirmed penetration into root cortex cells under the conditions studied here, though GFP-expressing hyphae are closely associated with maize cells (Figure 4). Higher-resolution localization of *T. virens* hyphae in the root cortex will require a line expressing GFP at high, constitutive levels, like the *T. harzianum* line used in a recent study of the role of salicylic acid in limiting penetration into *Arabidopsis* roots [63]. In the *T. harzianum*- tomato root interaction there is evidence for intracellular hyphae or yeast-like cells [35]. If the *T. virens* – root interaction (at 3 days in hydroponic culture) most resembles the late-stage (14 days) *P. indica*- barley interaction, induction of hydrolytic enzymes might reflect saprotrophic on dead root cells. The majority of root cells at three days interaction, however, appear living, since their nuclei do not stain with propidium iodide (Figure 4B). The genome of the arbuscular mycorrhizal fungus *Rhizophagus irregularis* lacks GH families predicted to degrade plant cell wall polysaccharides [64]. In contrast, these are induced in *T. virens* interacting with roots (for example, GH7, GH28, GH61). Two pectate lyase (GH28) genes are up-regulated in ectomycorrhiza, as is a GH61 gene (Suppl. Table 25 in: [56]). Visualization of the time course and location of expression of the GH genes during colonization should help to understand how *T. virens* fits into the biotroph – saprotroph – pathogen continuum.

*Trichoderma* spp*.* interact with both monocots and dicots. Different patterns of gene expression might facilitate this wide (and agriculturally beneficial) host range. In support of this view, we found that a number of genes were expressed specifically in response to either maize or tomato (Additional file 4: Table S3; Figures 6 and 7). One of these is invertase TvInv [27], expressed more than 100-fold higher on maize than on tomato. Several small secreted proteins are expressed preferentially in each interaction. 

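In Table S3, 4 of the 25 protein IDs higher with maize are annotated as short-chain oxidoreductases (91392, 58297, 51738 and 46158) and 0 of the 10 higher with tomato. The difference between these shares was not tested. Between maize and tomato, 58297 (scaffold 15, 712376 to 713530) differed by 6.23 (standard error 0.32, adjusted p = 0.00642) and 51738 (scaffold 30, 26408 to 27367) by 6.44 (standard error 0.72, adjusted p = 0.0138). For 91392 (scaffold 90, 3263 to 4499) the difference was 2.19 (standard error 0.37, adjusted p = 0.0353). On leaving out single arrays these lay between 6.10 and 6.37, between 5.62 and 6.92 and between 2.02 and 2.48. The call of 58297 was lost after normexp correction. For 58297 this call was also lost without tomato replicate 1. It has no value on maize replicate 3. Without maize replicate 1 or 2 a single maize value remains, so these fits give a log2 fold change only, 6.37 and 6.10. The call of 51738 was lost scaled to 1 spike-in and after normexp correction. For 51738 this call was also lost without maize replicate 1 or 2 or tomato replicate 1 or 2. The call of 91392 was lost with the authors' deposited values, scaled to 1 spike-in, scaled to the 3 brightest spike-ins, after normexp correction and in 1 fit of all 11 arrays. For 91392 this call was also lost without maize replicate 1, 2 or 3 or tomato replicate 1 or 2. The oxidoreductase 64999 (scaffold 8, 449729 to 450780), also on that list, differed by 4.41 (standard error 0.41, adjusted p = 0.0103) and by between 4.03 and 4.62 on leaving out arrays. The call of 64999 was lost scaled to 1 spike-in and after normexp correction. For 64999 this call was also lost without maize replicate 1 or 2 or tomato replicate 1 or 2.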

Short-chain oxidoreductases appear to be characteristic of the maize interaction. Identification of the substrates of these predicted proteins, if they indeed have enzyme activity, might help identify their (specific) role in the *Trichoderma*-maize root interaction. In general, there are not enough functional data to fully understand why a particular set of genes is induced in the maize or tomato mutualism. The existence of specific reporters of each interaction, though, demonstrates specific transcriptomic signatures for the interaction with each plant.

## Conclusions

This study provides a better knowledge of the crosstalk of *Trichoderma virens*, an agriculturally relevant biocontrol agent, with plants. Genes differentially expressed during interaction with plant roots encode proteins belonging to several functional classes including enzymes, transporters and small secreted proteins. Among them, glycoside hydrolases and transporters are highlighted by their abundance and suggest an important factor in the metabolism of host cell walls during colonization of the outer root layers. Activity of the *CBH1* promoter was reported by GFP fluorescence in a transgenic *T. virens* line on roots, providing a first spatial view of how the plant re-programs the fungal transcriptome. Host-specific gene expression may contribute to the ability of *T. virens* to colonize the roots of a wide range of plant species. The host-specific gene list obtained here will facilitate functional experiments to test this hypothesis.

### Availability of supporting data

The microarray data sets supporting the results of this article are available in the GEO repository, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64344.

## Additional files

Additional file 1: Table S4. This file lists the sequences of the oligonucleotide probes printed on the *T. virens* microarray. Additional file 2: Table S1. Microarray data from five biological replicates of *T. virens* alone (Tv1-Tv5), three of Tv cocultured with maize roots (M2-M3) and three with tomato roots (T1-T3) are given as a text file. The first column (#name) indicates the protein model ID from the *T. virens* genome (v1.0, http://genome.jgi-psf.org/cgi-bin/searchGM?db=Trive1), which defines a unique oligonucleotide probe on the array. Probes that were printed n times on the array appear in the table as an independent entries (rows). The microarrays were designed from the v1.0 database, which contained 11,655 gene models. If the intron/exon structure and/or the automated annotation have been updated in v2.0 (http://genome.jgi-psf.org/TriviGv29_8_2/TriviGv29_8_2.home.html, 12,421 gene models), the protein ID number in v2.0 is different. In this case, corresponding models for genes of interest were identified in the v2.0 database by BLASTP search with the protein model from v1.0. The alignments were inspected to see that they covered the predicted coding sequence, and the best hit, usually at an E value of 0.0, was taken as the corresponding v2.0 sequence. Additional file 3: Table S2. Annotated list of genes significantly regulated in interaction with maize or tomato. Significantly regulated genes were identified using CyberT (see Methods). The cutoff for significance was an adjusted Benjamini-Hochberg probability of P < 0.05. Column 1 indicates the *T. virens* v1.0 protein ID number for each gene (protein-encoding transcript) model. The corresponding v2.0 ID numbers, found by BLASTP search of v2.0 with the v1.0 sequence, are given in column 2. “Both” indicates genes significantly up-regulated in interaction with maize and tomato; “maize” and “tomato” lists include those identified by CyberT as significantly up-regulated with either plant host, but not both. Additional file 4: Table S3. Annotated list of genes significantly regulated in interaction with maize or tomato (from Additional file 3: Table S2), which also satisfy the criterion of (maize + Tv) significantly different from (tomato + Tv) at an adjusted Benjamini-Hochberg probability of P < 0.05, calculated using CyberT. In the bar graph at the right, the ratios are plotted on a log_10_ scale (horizontal axis), ordered according to the gene list (vertical axis). Additional file 5: Figure S1. GO term analysis for significantly regulated transcripts. The list of genes from Additional file 3: Table S2 (regulated) was analyzed by Blast2GO as described in the Methods. An arbitrarily chosen list of similar size (control) was analyzed in the same way, for comparison. The pie charts indicate the biological process score distribution.

## References

[1] Schuster A, Schmoll M (2010). Biology and biotechnology of Trichoderma. Appl Microbiol Biotechnol.

[2] Howell CR (2003). Mechanisms employed by Trichoderma species in the biological control of plant diseases: the history and evolution of current concepts. Plant Dis.

[3] Harman GE (2011). Multifunctional fungal symbionts: new tools to enhance plant growth and productivity. New Phytol.

[4] Lorito M, Woo SL, Harman GE, Monte E (2010). Translational research on Trichoderma: from ‘omics to the field. Annu Rev Phytopathol.

[5] Hermosa R, Viterbo A, Chet I, Monte E (2012). Plant-beneficial effects of Trichoderma and of its genes. Microbiology.

[6] Contreras-Cornejo H, Ortiz-Castro R, López-Bucio J, Mukherjee PK, Horwitz BA, Singh US, Mukherjee M, Schmoll M (2013). Promotion of plant growth and the induction of systemic defence by Trichoderma: physiology, genetics and gene expression. Trichoderma: Biology and Applications.

[7] Yedidia I, Srivastva AK, Kapulnik Y, Chet I (2001). Effect of *Trichoderma harzianum* on microelement concentrations and increased growth of cucumber plants. Plant Soil.

[8] Tucci M, Ruocco M, De Masi L, De Palma M, Lorito M (2011). The beneficial effect of Trichoderma spp. on tomato is modulated by the plant genotype. Mol Plant Pathol.

[9] Viterbo A, Landau U, Kim S, Chernin L, Chet I (2010). Characterization of ACC deaminase from the biocontrol and plant growth-promoting agent *Trichoderma asperellum* T203. FEMS Microbiol Lett.

[10] Contreras-Cornejo HA, Macias-Rodriguez L, Cortes-Penagos C, Lopez-Bucio J (2009). *Trichoderma virens*, a plant beneficial fungus, enhances biomass production and promotes lateral root growth through an auxin-dependent mechanism in Arabidopsis. Plant Physiol.

[11] Hohmann P, Jones EE, Hill RA, Stewart A (2011). Understanding Trichoderma in the root system of *Pinus radiata*: associations between rhizosphere colonisation and growth promotion for commercially grown seedlings. Fungal Biol.

[12] Bae H, Sicher RC, Kim MS, Kim SH, Strem MD, Melnick RL (2009). The beneficial endophyte *Trichoderma hamatum* isolate DIS 219b promotes growth and delays the onset of the drought response in *Theobroma cacao*. J Exp Bot.

[13] Donoso EP, Bustamante RO, Caru M, Niemeyer HM (2008). Water deficit as a driver of the mutualistic relationship between the fungus *Trichoderma harzianum* and two wheat genotypes. Appl Environ Microbiol.

[14] Mastouri F, Bjorkman T, Harman GE (2012). *Trichoderma harzianum* enhances antioxidant defense of tomato seedlings and resistance to water deficit. Mol Plant Microbe Interact.

[15] Moran-Diez ME, Cardoza RE, Gutierrez S, Monte E, Hermosa R (2010). TvDim1 of *Trichoderma virens* is involved in redox-processes and confers resistance to oxidative stresses. Curr Genet.

[16] Rawat R, Tewari L (2011). Effect of abiotic stress on phosphate solubilization by biocontrol fungus Trichoderma sp. Curr Microbiol.

[17] Djonovic S, Vargas WA, Kolomiets MV, Horndeski M, Wiest A, Kenerley CM (2007). A proteinaceous elicitor Sm1 from the beneficial fungus *Trichoderma virens* is required for induced systemic resistance in maize. Plant Physiol.

[18] Viterbo A, Wiest A, Brotman Y, Chet I, Kenerley C (2007). The 18mer peptaibols from *Trichoderma virens* elicit plant defence responses. Mol Plant Pathol.

[19] Shoresh M, Harman GE, Mastouri F (2010). Induced systemic resistance and plant responses to fungal biocontrol agents. Annu Rev Phytopathol.

[20] Salas-Marina MA, Silva-Flores MA, Cervantes-Badillo MG, Rosales-Saavedra MT, Islas-Osuna MA, Casas-Flores S (2011). The Plant Growth-Promoting Fungus *Aspergillus ustus* Promotes Growth and Induces Resistance Against Different Lifestyle Pathogens in *Arabidopsis thaliana*. J Microbiol Biotechnol.

[21] Yedidia I, Shoresh M, Kerem Z, Benhamou N, Kapulnik Y, Chet I (2003). Concomitant induction of systemic resistance to *Pseudomonas syringae pv. lachrymans* in cucumber by *Trichoderma asperellum* (T-203) and accumulation of phytoalexins. Appl Environ Microbiol.

[22] Yoshioka Y, Ichikawa H, Naznin HA, Kogure A, Hyakumachi M (2012). Systemic resistance induced in *Arabidopsis thaliana* by *Trichoderma asperellum* SKT-1, a microbial pesticide of seedborne diseases of rice. Pest Manag Sci.

[23] Vargas WA, Djonovic S, Sukno SA, Kenerley CM (2008). Dimerization controls the activity of fungal elicitors that trigger systemic resistance in plants. J Biol Chem.

[24] Avis PG, Mueller GM, Lussenhop J (2008). Ectomycorrhizal fungal communities in two North American oak forests respond to nitrogen addition. New Phytol.

[25] Martinez-Medina A, Roldan A, Pascual JA (2011). Interaction between arbuscular mycorrhizal fungi and *Trichoderma harzianum* under conventional and low input fertilizer condition in melon crops: growth response and Fusarium wilt biocontrol. App Soil Ecol.

[26] de Santiago A, Quintero JM, Aviles M, Delgado A (2011). Effect of *Trichoderma asperellum* strain T34 on iron, copper, manganese, and zinc uptake by wheat grown on a calcareous medium. Plant Soil.

[27] Vargas WA, Mandawe JC, Kenerley CM (2009). Plant-derived sucrose is a key element in the symbiotic association between Trichoderma virens and maize plants. Plant Physiol.

[28] Shoresh M, Harman GE (2008). The molecular basis of shoot responses of maize seedlings to *Trichoderma harzianum* T22 inoculation of the root: a proteomic approach. Plant Physiol.

[29] Brotman Y, Landau U, Cuadros-Inostroza A, Tohge T, Fernie AR, Chet I (2013). Trichoderma-plant root colonization: escaping early plant defense responses and activation of the antioxidant machinery for saline stress tolerance. PLoS Pathog.

[30] Hoyos-Carvajal L, Orduz S, Bisset J (2009). Growth stimulation in bean (*Phaseolus vulgaris L.*) by Trichoderma. Biol Contr.

[31] Adams P, De-Leij FA, Lynch JM (2007). *Trichoderma harzianum* Rifai 1295–22 mediates growth promotion of crack willow (Salix fragilis) saplings in both clean and metal-contaminated soil. Microb Ecol.

[32] Babu AG, Shim J, Bang KS, Shea PJ, Oh BT (2014). *Trichoderma virens* PDR-28: a heavy metal-tolerant and plant growth-promoting fungus for remediation and bioenergy crop production on mine tailing soil. J Environ Manage.

[33] Harman GE, Howell CR, Viterbo A, Chet I, Lorito M (2004). Trichoderma species–opportunistic, avirulent plant symbionts. Nat Rev Microbiol.

[34] Yedidia II, Benhamou N, Chet II (1999). Induction of defense responses in cucumber plants (*Cucumis sativus* L. ) By the biocontrol agent *Trichoderma harzianum*. Appl Environ Microbiol.

[35] Chacon MR, Rodriguez-Galan O, Benitez T, Sousa S, Rey M, Llobell A (2007). Microscopic and transcriptome analyses of early colonization of tomato roots by *Trichoderma harzianum*. Int Microbiol.

[36] Martin F, Aerts A, Ahren D, Brun A, Danchin EG, Duchaussoy F (2008). The genome of *Laccaria bicolor* provides insights into mycorrhizal symbiosis. Nature.

[37] Plett JM, Kemppainen M, Kale SD, Kohler A, Legue V, Brun A (2011). A secreted effector protein of *Laccaria bicolor* is required for symbiosis development. Curr Biol.

[38] Plett JM, Martin F (2012). Poplar root exudates contain compounds that induce the expression of MiSSP7 in *Laccaria bicolor*. Plant Signal Behav.

[39] Plett JM, Daguerre Y, Wittulsky S, Vayssieres A, Deveau A, Melton SJ, Kohler A, Morrell-Falvey JL, Brun A, Veneault-Fourrey C (2014). Effector MiSSP7 of the mutualistic fungus *Laccaria bicolor* stabilizes the Populus JAZ6 protein and represses jasmonic acid (JA) responsive genes. Proceedings of the National Academy of Sciences of the United States of America.

[40] Kloppholz S, Kuhn H, Requena N (2011). A secreted fungal effector of *Glomus intraradices* promotes symbiotic biotrophy. Curr Biol.

[41] Lahrmann U, Ding Y, Banhara A, Rath M, Hajirezaei MR, Dohlemann S (2013). Host-related metabolic cues affect colonization strategies of a root endophyte. Proc Natl Acad Sci U S A.

[42] Martinez D, Berka RM, Henrissat B, Saloheimo M, Arvas M, Baker SE (2008). Genome sequencing and analysis of the biomass-degrading fungus *Trichoderma reesei* (syn. *Hypocrea jecorina*). Nat Biotechnol.

[43] Kubicek CP, Herrera-Estrella A, Seidl-Seiboth V, Martinez DA, Druzhinina IS, Thon M (2011). Comparative genome sequence analysis underscores mycoparasitism as the ancestral life style of Trichoderma. Genome Biol.

[44] Druzhinina I, Seidl-Seiboth V, Herrera-Estrella A, Horwitz B, Kenerley C, Monte E (2011). Trichoderma: the genomics of opportunistic success. Nat Rev Microbiol.

[45] Mukherjee PK, Horwitz BA, Herrera-Estrella A, Schmoll M, Kenerley CM (2013). Trichoderma research in the genome era. Annu Rev Phytopathol.

[46] Samolski I, de Luis A, Vizcaino JA, Monte E, Suarez MB (2009). Gene expression analysis of the biocontrol fungus *Trichoderma harzianum* in the presence of tomato plants, chitin, or glucose using a high-density oligonucleotide microarray. BMC Microbiol.

[47] Rubio MB, Dominguez S, Monte E, Hermosa R (2012). Comparative study of Trichoderma gene expression in interactions with tomato plants using high-density oligonucleotide microarrays. Microbiology.

[48] Mehrabi-Koushki M, Rouhani H, Mahdikhani-Moghaddam E (2012). Differential Display of Abundantly Expressed Genes of *Trichoderma harzianum* During Colonization of Tomato-Germinating Seeds and Roots. Curr Microbiol.

[49] Trushina N, Levin M, Mukherjee PK, Horwitz BA (2013). PacC and pH-dependent transcriptome of the mycotrophic fungus *Trichoderma virens*. BMC Genomics.

[50] Hatfield GW, Hung SP, Baldi P (2003). Differential analysis of DNA microarray gene expression data. Mol Microbiol.

[51] Kayala MA, Baldi P (2012). Cyber-T web server: differential analysis of high-throughput data. Nucleic Acids Res.

[52] Sturn A, Quackenbush J, Trajanoski Z (2002). Genesis: cluster analysis of microarray data. Bioinformatics.

[53] Maor R, Puyesky M, Horwitz BA, Sharon A (1998). Use of green fluorescent protein (GFP) for studying development and fungal-plant interaction in *Cochliobolus heterostrophus*. Mycol Res.

[54] Lu S, Lyngholm L, Yang G, Bronson C, Yoder OC, Turgeon BG (1994). Tagged mutations at the Tox1 locus of *Cochliobolus heterostrophus* by restriction enzyme-mediated integration. Proc Natl Acad Sci U S A.

[55] Turgeon B, Condon B, Liu J, Zhang N, Sharon A (2010). Protoplast transformation of filamentous fungi. Molecular and Cell Biology Methods for Fungi.

[56] Martin F, Kohler A, Murat C, Balestrini R, Coutinho PM, Jaillon O (2010). Perigord black truffle genome uncovers evolutionary origins and mechanisms of symbiosis. Nature.

[57] Caffall KH, Mohnen D (2009). The structure, function, and biosynthesis of plant cell wall pectic polysaccharides. Carbohydr Res.

[58] O’Connell RJ, Thon MR, Hacquard S, Amyotte SG, Kleemann J, Torres MF (2012). Lifestyle transitions in plant pathogenic Colletotrichum fungi deciphered by genome and transcriptome analyses. Nat Genet.

[59] Moran-Diez E, Hermosa R, Ambrosino P, Cardoza RE, Gutierrez S, Lorito M (2009). The ThPG1 endopolygalacturonase is required for the *Trichoderma harzianum*-plant beneficial interaction. Mol Plant Microbe Interact.

[60] Horwitz BA, Kosti I, Glaser F, Mukherjee M, Mukherjee PK, Horwitz BA, Singh US, Mukherjee M, Schmoll M (2013). Trichoderma genomes: a vast reservoir of potential elicitor proteins. Trichoderma: Biology and Applications.

[61] Djonovic S, Pozo MJ, Dangott LJ, Howell CR, Kenerley CM (2006). Sm1, a proteinaceous elicitor secreted by the biocontrol fungus *Trichoderma virens* induces plant defense responses and systemic resistance. Mol Plant Microbe Interact.

[62] Samolski I, Rincon AM, Pinzon LM, Viterbo A, Monte E (2012). The qid74 gene from *Trichoderma harzianum* has a role in root architecture and plant biofertilization. Microbiology.

[63] Alonso-Ramírez A, Poveda J, Martin I, Hermosa R, Monte R, Nicolás C (2014). Salicylic acid prevents *Trichoderma harzianum* from entering the vascular system of roots. Mol Plant Pathol.

[64] Tisserant E, Malbreil M, Kuo A, Kohler A, Symeonidi A, Balestrini R (2013). Genome of an arbuscular mycorrhizal fungus provides insight into the oldest plant symbiosis. Proc Natl Acad Sci U S A.

How the deposited data were processed for this re-analysis (not part of the article)

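The data are 11 single-channel arrays of *T. virens* RNA, 5 of the fungus alone (Tv), 3 of its interaction with maize roots (M + Tv) and 3 with tomato roots (T + Tv), each from 1 biological replicate after 72 h. Arrays of roots without the fungus were not analysed here. The treatment and replicate number of each array were taken from its label, and its slide and scan from the header of its file.

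The authors scanned the arrays at 10% laser power and deposited for each array the intensities read by Agilent Feature Extraction. Per the file headers, the processed intensity of a spot had its background subtracted, was detrended within the array, and was replaced by a surrogate where it did not exceed the background; it was not normalized between arrays. The mean intensity of the spot pixels and the median intensity of the local background were deposited as read. The deposited flags (other: 0 or 1, set by Feature Extraction) mark spots well above background, non-uniform spots, population outliers and saturated spots, and no spot was saturated. The authors also deposited a table of linear intensities normalized between arrays. In that table the sorted values of the arrays nearly coincide, with a median gap of 0.491% (largest 4.70%), against 67.3% after scaling to the 75th percentile. The methods describe a shift to the spike-in E1A_r60_a20, an interpolation to spike-in concentrations and a 75th percentile, and the text does not name a further step that gives the arrays 1 distribution.

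Values were computed from the processed intensity. Spots flagged as non-uniform or population outliers were removed (between 57 and 287 per array), log2 values of the spots of a probe were averaged, and the 75th percentile over the probes of the array was subtracted. A probe counted as well above background on an array where at least 0.5 of its spots carried that flag. Of the 11631 genes, 50 have 4 probes each, which were tested on their own, and the probe named by the gene's ID gives the gene's value. There are 2516 probes printed more than once. Spots well above background made up between 79.6% and 83.1% of the spots on the Tv arrays, between 83.8% and 87.2% on the M + Tv arrays and between 81.1% and 89.0% on the T + Tv arrays. The number of arrays limits the precision.

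M + Tv against Tv, T + Tv against Tv and M + Tv against T + Tv were compared in separate fits with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. Sums of GH families were compared by exact permutation tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Tested on simulated data in which 200 probes changed by a log2 value of 4, limma recovered 70.0%, 64.0% and 69.5% of them in the 3 comparisons and called 6, 18 and 19 unchanged probes. On the same data an implementation of the CyberT test written for this purpose, with a window of 101 probes and a weight of 8, recovered 94.5%, 77.5% and 95.0%, and it called more unchanged probes than limma in each comparison. The baseline subtraction that the methods name for CyberT was not repeated.

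Single genes were taken from those that the paper names by protein ID in its text, in Table 1, in Figs. 2C, 3, 7 and 8 or in Table S3, and not all of them are printed here. To these were added, for each comparison and direction, the 3 probes with the largest log2 fold change among those called, with groups that do not overlap and every array of the brighter group well above background. This rule, the comparisons, the test, the threshold and the alternatives were set before the data were examined, except for the alternatives and tests described as chosen afterwards.

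Alternatives changed 1 choice at a time. For the scaling they were the authors' deposited values, quantile normalization, 1 spike-in, the 3 brightest spike-ins, and the 75th percentile over probes well above background on all arrays. The 3 brightest spike-ins entered as their median on each array, which fell on a different spike-in on the second slide. Others were normexp background correction with an offset of 50, spots with outlier flags kept, each spot tested on its own, and probes kept only if well above background on 3 arrays or on every array of a group. For the fit they were all 11 arrays together, the slide as a block, the Tv arrays of the shared slide alone, the replicate number as a block, eBayes with a trend, and CyberT on linear and on log2 values. Each array was also left out in turn. Whether replicate numbers pair the samples was checked from the correlation of deviations from the group mean across probes. For M + Tv and T + Tv it was 0.357, 0.202 and 0.531 for the same number, each over 0.1, so these numbers were taken to pair, and arrays of the same number also share a column of the slide. For different numbers it was 0.328 for maize replicate 1 with tomato replicate 2 and 0.132 for maize replicate 2 with tomato replicate 1, and between -0.479 and -0.192 where 1 of the arrays was replicate 3. The values thus part replicate 3 from the others more than replicate 1 from replicate 2. The interpolation to spike-in concentrations was left out because the paper gives a single concentration. Sm1 was left out because the paper gives no protein ID for it.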

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

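The tests of the slide for Tv replicate 3 and for Tv replicates 1 and 2 against 4 and 5 were chosen after the result was seen.

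Tv replicate 3 stood apart from the other Tv arrays. The 75th percentile of its intensity was 2223, against 673.5 to 772.8 on the others, and its median intensity was 292.1, against 131.7 to 174. Its GH1 signal sum was 0.6874 (others 0.390 to 0.468) and its GH11 signal sum 0.4173 (others 0.0627 to 0.0869), in multiples of the 75th percentile. These are 4 of 21 measures tested, and chance sets an array apart in about 1 in 20 groups of 5 independent arrays. Replicates 1 and 2 and replicates 4 and 5 are close pairs, so chance would set replicate 3 apart more often than that. Among the named probes, 12 of 94 had 1 Tv array apart from the other 4, in 11 cases replicate 3 and in 1 case replicate 2. Over all probes this held for 1323 of 11565 (11.4%), of which 1260 had replicate 3 apart. Because of the pairs, these counts do not show by themselves that replicate 3 is unusual. A batch effect of slide and scan would act on replicates 4 and 5 too and would bring replicate 3 nearer to them. Its mean correlation with them was 0.844, against 0.868 with replicates 1 and 2, which argues against the slide as what sets replicate 3 apart from all the others. It does not argue against a difference between the slides themselves, on which the spike-ins and the noise between spots also differed. A brighter or stretched scale would keep the order of the probes. The highest Spearman correlation of replicate 3 with another Tv array was 0.867, against 0.991 between replicates 1 and 2. Replicates 1 and 2 themselves correlated with 4 and 5 at a mean Pearson r of only 0.839. The order of the probes therefore cannot decide on such a scale, which stays open. A difference in that culture or in its RNA or labelling also stays open. The design names no condition that sets this array apart, so no biological explanation was tested. Without replicate 3, 61 probes were higher and 43 lower with maize than Tv, and 100 higher and 282 lower with tomato.

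The Tv arrays also fell into pairs. Replicates 1 and 2 correlated with 4 and 5 at a mean r of 0.839 across probes, while the correlation within each pair was 0.990 and 0.993. A batch effect of slide and scan would bring the arrays with a host, all on the slide of replicates 1 and 2, nearer to that pair. Of these 6 arrays 4 were nearer to both of replicates 1 and 2 over probes well above background on all arrays, and 5 over all probes. A batch effect and a difference between the cultures cannot be told apart here, since all arrays with a host lie on 1 slide.

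Maize and tomato differed in 446 probes, from a test of the difference between the hosts itself. The real split of the 6 arrays was the 1 split of 10 that gave as many, and no share below 0.1 can be reached with 3 arrays against 3, so the splits cannot exclude chance whatever the data. Of the 4 splits that part all 3 pairs of replicate numbers, the other 3 gave fewer, and the next largest of all 10 splits gave 14. Slide and scan are shared by the 6 arrays and are no explanation. With normexp background correction 8 probes passed. If the differences rested on probes that are dim in a group, bright probes would keep theirs. Of 318 called probes well above background on all 6 arrays, 8 passed after normexp, and 206 had an unadjusted p under 0.05, which argues against dimness as the reason for the loss. A poor fit of the normexp model to tomato replicate 1 is a candidate explanation. Its estimated background SD was 942 there and at most 0.51 on the other arrays, and with plain subtraction of the same background 1132 probes passed. The difference between the host plants stays among the open explanations as a hypothesis. The share of these probes higher with maize was 72.0%, and 49.5% of those called when scaled to the 3 brightest spike-ins. Without maize replicate 1, 3 were higher and 3 lower with maize, and without tomato replicate 3, 1005 and 1051.

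Probes outside the lists of the paper were called against Tv. With maize 4 were higher outside Table S2 and 3 were lower, and with tomato 17 were higher outside Table S2 and 92 were lower. The 4 with maize, named after their values were seen, were 12541 (log2 fold change 3.66), 33266 (3.00), 47099 (2.84) and 69342 (3.61). They were called in 15 of 29, 16 of 29, 18 of 31 and 19 of 31 alternatives. These counts include the omissions of a tomato array, which leave the comparison of maize with Tv unchanged and always keep the call. Lower with both hosts were 2 probes, 60983 and 89322. Their log2 fold changes were -3.57 and -3.89 with maize and -4.20 and -4.70 with tomato. No T + Tv array stood well above background for 60983, so its tomato value is a lower bound, at least 16.7-fold. Leaving out single arrays gave from 2 (without maize replicate 2) to 61 (without Tv replicate 3) higher with maize and from 12 (without tomato replicate 1) to 142 (without tomato replicate 3) higher with tomato. The splits of the arrays do not exclude chance for either comparison with Tv. Of 56 splits of the maize and Tv arrays 3 gave as many probes, and of 56 splits of the tomato and Tv arrays also 3. The split that follows the slides gave 2311 probes with the maize arrays and 1024 with the tomato arrays, more than the real ones. Tv replicates 1, 2 and 3 against the rest gave 183 and 546. Both of these follow the pairs of Tv arrays, and of the splits other than these and the real one none gave a probe with the maize arrays and 1 gave 17 with the tomato arrays. Within the shared slide 536 probes were higher and 447 lower with maize, and 605 higher and 847 lower with tomato, against Tv replicates 1 and 2 alone. Contact with the roots stays open as a biological explanation, and so does a difference between the pairs of Tv cultures.

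Between maize and tomato 386 of the called probes were outside Tables S2 and S3, which list genes that also differ from Tv. What holds for the 446 holds for these, and no further explanation was tested.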

How the results depend on the processing

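Plain background subtraction plus 50, replicates 1 to 3 without the block and CyberT on the log2 of the authors' values were chosen after the results were seen, as were the ratios of arithmetic means for Table S3. Counts are of probes called higher and lower with maize than Tv (27 and 3 as reported), with tomato than Tv (38 and 92) and with maize than tomato (321 and 125), higher with both hosts (7) and host-specific (28).

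Of 127 results for 76 named genes, 59 were called, and none of these changed direction under an alternative. Among the others 14 changed sign in 36 comparisons, with no call on either side. Of 2328 comparisons 1918 stayed on the same side of the threshold, 328 fell below it and 82 rose above it. Of the 59 called, 5 kept their call in all of these comparisons and 45 lost it on leaving out some array. The most calls were lost with normexp (45), without maize replicate 1 or 2 (37 each), without tomato replicate 1 (36) or 2 (34), scaled to 1 spike-in (29) and without maize replicate 3 (27). The most were gained within the shared slide (25). CyberT, the trend, the flags, the separate spots, plain subtraction and replicates 1 to 3 without the block were compared for the counts and not for these results. Over all called probes some directions did change. After normexp 236 of the 321 higher with maize than tomato and 80 of the 92 lower with tomato kept their direction. All called probes of the other comparisons and directions did. With plain subtraction plus 50, 117 of the 125 lower with maize than tomato kept theirs, and all 321 higher did.

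The authors' values gave 46 and 15 with maize, 94 and 174 with tomato, 220 lower between the hosts, 14 with both and 48 host-specific. Quantile normalization gave 10 lower with maize, 89 and 176 with tomato, 231 lower between the hosts and 12 with both. Scaled to 1 spike-in there were 14 higher with maize, 23 and 41 with tomato, 47 and 24 between the hosts and 7 host-specific. The 3 brightest spike-ins gave 63 and 10 with maize, 264 and 48 with tomato, 137 higher between the hosts, 27 with both and 62 host-specific. Normexp gave 8 lower with maize, 6 and 1 with tomato, 1 and 7 between the hosts (554 and 696 at an unadjusted p under 0.05), 1 with both and 0 host-specific by limma. Plain subtraction plus 50 gave 9 lower with maize, 58 higher with tomato, 758 and 374 between the hosts, 3 with both and 50 host-specific. For these scalings the cause was not tested, apart from the normexp fit to tomato replicate 1. The filter on every array of a group gave 6 lower with maize and 143 lower with tomato, and the cause was not tested. The filter on 3 arrays, the kept flags, the separate spots and the 75th percentile over bright probes left every count within 1.5 times. The share of higher calls, 90.0%, 29.2% and 72.0% in the 3 comparisons, was 75.4%, 35.1% and 57.5% with the authors' values, 86.3%, 84.6% and 49.5% with 3 spike-ins and 71.4%, 85.7% and 12.5% with normexp. The median log2 fold change over all probes was 0.04 with maize, -0.11 with tomato and 0.13 between the hosts. Scaling moved it by more than 0.1 to -0.30, -0.28 and -0.04 with 1 spike-in and to 0.45, 0.71 and -0.29 with 3. With tomato and between the hosts it moved to 0.55 and -0.49 with normexp and to -0.28 and 0.26 with plain subtraction. With tomato alone it moved to 0.05 with the 75th percentile over bright probes, and between the hosts alone to -0.02 with the authors' values and 0.01 with quantile normalization.

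In 1 fit of all arrays there were 55 and 15 with maize, 144 and 321 with tomato, 71 and 14 between the hosts and 15 with both, and the cause was not tested. The slide as a block gave 75 and 68 with maize, 126 and 366 with tomato and 22 with both. Within the shared slide there were 536 and 447, 605 and 847, 208 with both and 163 host-specific. For the blocks and the slides the cause was not tested. The replicate number as a block gave 1 and 0 with maize by limma (491 lower at an unadjusted p under 0.05), 7 lower with tomato and 1 with both. It left 306 and 146 between the hosts, of which 222 and 82 were also called without the block. M + Tv and Tv numbers do not pair (correlation of deviations 0.08, -0.146 and 0.208), nor do T + Tv and Tv numbers (-0.049, -0.132 and 0.128). Replicates 1 to 3 without the block gave 95 and 11 with maize, 256 higher with tomato, 49 with both and 75 host-specific. eBayes with a trend gave 7 lower with maize and 158 lower with tomato, and the cause was not tested.

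CyberT on linear values gave 0 lower with maize and 0 and 0 with tomato, where 878, 914 and 1613 had an unadjusted p under 0.05 and limma gave 3, 38 and 92. It gave 36 lower between the hosts, 0 with both and 13 host-specific. On log2 values it gave 180 and 131, 236 and 651, 630 and 278, 37 with both and 173 host-specific. With the authors' linear values it gave 3 and 13 with tomato, 44 lower between the hosts, 0 with both and 14 host-specific. With their log2 it gave 200 and 151, 309 and 399, 616 and 451, 43 with both and 248 host-specific. The cause was not tested. Over the panel and beta tubulin the one-tailed test named in the legend of Figure 3, without adjustment, gave 8 genes for each host, of which 1 with tomato was beta tubulin, against 4 and 3 by limma.

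Leaving out each array in turn gave from 2 (without maize replicate 2) to 61 (without Tv replicate 3) higher with maize. From 0 by limma (without maize replicate 1, 514 unadjusted) to 43 (without Tv replicate 3) were lower. With tomato from 12 (without tomato replicate 1) to 142 (without tomato replicate 3) were higher and from 16 (without tomato replicate 1) to 282 (without Tv replicate 3) lower. Between the hosts the counts ran from 3 and 3 (without maize replicate 1) to 1005 and 1051 (without tomato replicate 3). With both hosts there were from 2 (without maize replicate 2) to 15 (without Tv replicate 3), and host-specific from 1 (without maize replicate 1) to 121 (without tomato replicate 3). Of the GH families 9 (without tomato replicate 3) to 11 were higher with tomato. The cause was not tested.

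The correlation of tomato replicate 3 with the other tomato arrays exceeded that with the maize arrays by 0.098 over Table S2. It reversed to -0.022 over all probes and to -0.024 over probes well above background on all arrays, and the cause was not tested. The log2 ratio of GH6 reversed from -1.66 to 0.32 with normexp. The set of probes well above background as the background of functional classes was not run, because the classes were counted without a test. Interpolation to spike-in concentrations was not run, because the paper gives a single concentration. The filters, joint fit and blocks do not apply to the GH sums, which have no model. Where no array of the dimmer group stood well above background, the signal sets a lower bound only. That held for 70 of the 321 probes higher with maize than tomato and for 14 of the 125 lower. Against Tv it held for 10 of the 27 higher with maize. With tomato it held for 12 of the 38 higher and for 13 of the 92 lower.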

Differences from the paper's values

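The ratios of arithmetic means, CyberT on the log2 of the authors' values, plain background subtraction plus 50 and replicates 1 to 3 without the block were chosen after seeing the values.

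The paper gives 139 transcripts higher with maize, and 27 probes were called here. Of the alternatives set before the data were examined, CyberT on log2 values (180) lies within 1.5 times of the paper's count and the others do not. CyberT on the log2 of the authors' values, chosen after seeing the values, gave 200, and replicates 1 to 3 without the block, also chosen after seeing the values, 95. For tomato the paper gives 85, and 38 were called. The authors' values (94), quantile normalization (89), the slide as a block (126) and leaving out Tv replicate 3 (100) come within 1.5 times and the others do not. Plain subtraction plus 50, chosen after seeing the values, gave 58. For both hosts the paper gives 14, against 7. Here the authors' values (14), quantile normalization (12), all 11 arrays in 1 fit (15) and leaving out Tv replicate 3 (15) come within 1.5 times and the others do not.

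The paper gives 43 host-specific genes, against 28, while its Table S3 lists 35, which lies within 1.5 times of 28. The authors' values (48), quantile normalization (36), the 3 brightest spike-ins (62), the 75th percentile over bright probes (31), each spot on its own (31), both filters (29 and 32) and leaving out Tv replicate 3 (50) come within 1.5 times and the others do not. Plain subtraction plus 50, chosen after seeing the values, gave 50. The paper's largest ratio of tomato over maize is 60.9, against 25.6, and 58.3 with the authors' values, while the others differ.

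For single genes of Table S3 the folds listed first differ by more than 1.5 times and by more than the SD of the arrays, tomato over maize. The paper has 60.907 for 30080, against 25.6, with the authors' values (58.3) alone not differing. It has 38.6443 for 67053, against 19.2, where the authors' values (41.5), quantile normalization (24.2), 3 spike-ins (25.6) and leaving out maize replicate 2 (25.3) do not differ. It has 14.7248 for 57290, against 7.68, where the authors' values (12.6), 3 spike-ins (10.6) and leaving out maize replicate 1 (9.84) do not differ. It has 1.94128 for 86018, against 1.04, where the authors' values (1.39), quantile normalization (1.41) and 3 spike-ins (1.39) do not differ.

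For maize over tomato, the paper's fold is 6.71182 for 62760, against 12.7, where 3 spike-ins (9.50) and leaving out tomato replicate 2 (10.2) do not differ. It is 9.66294 for 15684, against 6.41, where the authors' values (8.79), quantile normalization (6.95) and leaving out maize replicate 2 (7.21) or tomato replicate 1 (7.14) or 3 (6.82) do not differ. The paper's fold is 19.0858 for 33614, against a log2 ratio of 3.39, where the authors' values (16.1) and leaving out tomato replicate 3 (12.9) do not differ. It is 38.0346 for 58297, against 75.3, where the authors' values (52.0), quantile normalization (56.6) and 3 spike-ins (56.9) do not differ. For 64999 it is 41.1246, against 21.2, and the authors' values (40.0) alone do not differ. For 21923 it is 141.71, against 69.2, where the authors' values (130), quantile normalization (77.5) and leaving out maize replicate 3 (91.8) or tomato replicate 1 (77.8) or 2 (88.2) do not differ. In each case the other alternatives set before the data were examined differ. Further folds of maize over tomato lay more than 1.5 times from the paper's but within the SD of the arrays. The paper has 4.33087 for 89752, against 36.9, 33.2235 for 17705, against 189, and 25.4924 for 7943, against 117. It has 10.256 for 70901, against 38.6, 4.52289 for 60427, against 10.4, and 9.90268 for 61923, against 17.2. With the ratio of arithmetic means of the authors' deposited values, chosen after seeing the values, all 35 folds come within 1% of the paper's when a single spot per gene is used, and 21 of 35 when the spots are averaged, with a largest difference of 77.7%.

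The genes that the paper lists and that were not called here were called by other settings in part. Of the 139 on the maize lists 22 were called, 12 in no setting and the rest in some alternative only. Of the 84 for tomato 17 were called, 62 in some alternative only and 5 in none, of the 14 for both hosts 4, 8 and 2, and of the 35 of Table S3 23, 11 and 1. As host-specific 6 of the 35 were called, 25 in some alternative only and 4 in none. Added to the maize and tomato lists were 17 and 18 genes with the authors' values, 9 and 18 with quantile normalization, and 25 and 34 with 3 spike-ins. To the maize list alone 1 spike-in added 2, normexp 13 and CyberT on linear values 15. To the tomato list alone the kept flags added 1, the filter on 3 arrays 2, the trend 3, the replicate block 6, leaving out Tv replicate 1 3 and leaving out tomato replicate 3 5. The filter on every array of a group added 2 and 4. The fit of all 11 arrays added 20 and 23, the slide as a block 10 and 6, and the Tv arrays of the shared slide 72 and 41. CyberT added 93 and 58 on log2 values and 16 and 1 on the authors' linear values. Chosen after seeing the values, plain subtraction plus 50 added 15 and 13, replicates 1 to 3 without the block 20 and 19, and CyberT on the log2 of the authors' values 98 and 62. Leaving out Tv replicate 3 added 22 and 18, and Tv replicate 4 1 and 1.

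To the list for both hosts the authors' values, quantile normalization and the slide block each added 2, 3 spike-ins 4, the fit of all arrays 3, the shared slide and CyberT on log2 values 7 each, and leaving out Tv replicate 3 or 4 1 each. Replicates 1 to 3 without the block added 5 and CyberT on the log2 of the authors' values 8, both chosen after seeing the values. To the calls of Table S3 between the hosts quantile normalization added 1, the filter on every array of a group, the replicate block and the trend 2 each, CyberT 9 on linear values, 11 on log2 values and 10 on the authors' linear values, and leaving out tomato replicate 3 10. Plain subtraction plus 50 added 5 and CyberT on the log2 of the authors' values 11, both chosen after seeing the values. As host-specific, genes of Table S3 were added by the authors' values (1), quantile normalization (1), 3 spike-ins (2), the shared slide (11), the replicate block (1), CyberT on linear (4), log2 (23) and the authors' linear values (4), and leaving out Tv replicate 3 (3). Those chosen after seeing the values added 2 (plain subtraction plus 50), 4 (replicates 1 to 3 without the block) and 24 (CyberT on the log2 of the authors' values). The other 8 of 31 settings added none.

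The paper lists 86324 as higher with tomato, and its log2 fold change with tomato was -2.42 (adjusted p 0.0849). Of the 84 tomato IDs 82 were higher with tomato. The other one that was not is the chaperone 111079, named after its values were seen, with a log2 fold change of -2.42 (adjusted p 0.0593). In no setting run was either higher with tomato. In 1 place it counts more glycoside hydrolases among the genes for both hosts than the 9 so annotated in Table S2, and in another place it gives that same count. It lists 19757, 42536, 54057 and 56652 as higher with tomato, where the log2 fold changes against Tv were 4.55, 6.78, 3.52 and 7.00, with adjusted p of 0.212, 0.11, 0.166 and 0.0862. CyberT on log2 values called all of these, and so did CyberT on the log2 of the authors' values, chosen after seeing the values. No other setting called 19757. Scaling to 3 spike-ins, the fit of all arrays and the shared slide also called 42536, and the shared slide and leaving out Tv replicate 3 also called 54057. For 56652 the further settings were scaling to 3 spike-ins, the fit of all arrays, the slide block, the shared slide and the replicate block. Replicates 1 to 3 without the block called 42536 and 56652, and plain subtraction plus 50 called 56652, both chosen after seeing the values.

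It describes 17705 and 21923 as specific to maize. Against Tv the log2 fold changes with maize were 5.34 and 5.79, with adjusted p of 0.23 and 0.311. The shared slide and CyberT on log2 values called both, normexp also called 17705, and CyberT on the log2 of the authors' values (both genes) and plain subtraction plus 50 (17705), chosen after seeing the values, called them too. Against tomato the log2 fold change of 17705 was 7.56 (adjusted p 0.0881). CyberT on linear, log2 and the authors' linear values and leaving out tomato replicate 3 called it, as did plain subtraction plus 50 and CyberT on the log2 of the authors' values, chosen after seeing the values. It names 46185 as an oxidoreductase specific to maize, and this probe was not well above background on any array (log2 fold change against Tv -1.85). For 46158, an oxidoreductase of Tables S2 and S3, the log2 fold change with maize was 6.59.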

Other observations

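The tests of tomato replicate 3 (swap, wrong label, dim probes and slide column), of separate Tv arrays, of the correlation between the responses and of the noise between spots were chosen after the result was seen.

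Across all probes tomato replicate 3 lay nearer to maize replicate 3 (r = 0.938) than to the other tomato arrays (mean 0.892). A swap of labels would leave a maize array nearer to tomato replicates 1 and 2. Every maize array was nearer to the other maize arrays, with a smallest excess in mean r of 0.059, which argues against a swap. A maize sample under a wrong label would carry high levels of the transcripts that qPCR found with maize. On tomato replicate 3 the level of 46158 was -7.335, against 0.054 to 0.867 on the maize arrays and -6.46 to -6.33 on the other tomato arrays, which argues against it. For 86039 the level was -4.93, against -0.83 to 0.64 and -5.80 to -5.56. The remaining such transcript, 17705, goes the other way. Its level was -1.817, against 0.546 to 2.391 on the maize arrays and -8.521 to -8.257 on the other tomato arrays. What 46158 and 86039 argue against is thus only a sample of maize alone. Dim probes are argued against by the probes well above background on all arrays, where the r with maize replicate 3 still exceeded that with the tomato arrays by 0.06. A deviation shared by arrays of the same column of the slide, which hold the same replicate number, stays open. The lowest correlation of deviations between same-numbered arrays of the hosts was 0.202 and the highest 0.531, between the arrays numbered 3, and a column and a replicate experiment cannot be told apart because they coincide. A difference of this tomato culture was not tested.

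Both hosts raised 7 of the same probes. Both comparisons share the Tv arrays, which could give such overlaps. In 20 simulated sets of unchanged arrays, with Tv arrays drawn with their own spread, the largest number of probes higher in both comparisons was 0 by limma, and 84 at an unadjusted p under 0.05, where 223 were observed. The simulated Tv arrays were independent, while the real ones fall into close pairs, so this does not exclude the shared Tv arrays. With separate Tv arrays for maize and tomato, the close pairs kept whole, 4 assignments are possible. Of the 7 probes 7, 7, 6 and 6 passed in both comparisons, but they had been chosen from the same arrays. Over all probes 216, 174, 206 and 187 were higher in both at an unadjusted p under 0.05, where the product of the shares gives 205.7, 239.2, 323.2 and 180.5. This is more than the product in 2 of the 4, so that chance deviations of the shared Tv arrays stay open. Contact with roots stays open as a biological explanation. The log2 fold changes of the comparisons with maize and tomato correlated across probes at r = 0.528, where genes are not independent replicates. The same simulated sets gave a mean r of 0.534, and with separate Tv arrays r was 0.134, -0.068, -0.08 and 0.218, so the shared Tv arrays may account for this correlation.

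The normexp model estimated a background mean of -430.1 on tomato replicate 1. With normexp the correlation between tomato replicates 1 and 2 fell from 0.983 to 0.869. The median SD of the tomato arrays rose from 0.628 to 1.20, and that of the maize arrays fell from 0.402 to 0.254. No biological explanation was tested.

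The intensities of the spike-ins differ between the slides. A spike-in with an intensity of 10163 on Tv replicate 1 had 47026, 44063 and 39885 on Tv replicates 3, 4 and 5, and another with 20457 had 36053, 30528 and 31415, so that the order of this pair turned between the slides.

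The deposited normalized values keep the order of the intensities on each array (Spearman correlation 1). On the log scale they follow the intensities with a slope between 0.947 and 1.19 (median 1.09), and they range from 3.08 to 169756.

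For 1504 probes printed more than once and well above background on all arrays, the median absolute log2 difference between 2 spots of an array was 0.267 and 0.266 on Tv replicates 1 and 2 and 0.082, 0.081 and 0.071 on replicates 3, 4 and 5. It was 0.329, 0.21 and 0.186 on the maize arrays and 0.247, 0.203 and 0.172 on the tomato arrays. Between arrays, over 8308 probes, the median absolute log2 difference was 0.172 for Tv replicates 1 and 2, 0.167 for Tv replicates 4 and 5 and 0.218 for tomato replicates 1 and 2. It was 0.313 to 0.491 between maize arrays, 0.878 and 0.935 between tomato replicate 3 and the others, and 1.06 to 1.25 between the other pairs of Tv arrays. For Tv replicates 1 and 2 and for tomato replicates 1 and 2 the difference between arrays is thus near that between spots, and it correlated between the 2 spots of a probe at r = 0.153 and 0.181 across probes. For Tv replicates 4 and 5 it exceeds that between spots, and it correlated at 0.805. Whether the close arrays are independent cultures cannot be read from the files.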
